# *Rgs6* is Required for Adult Maintenance of Dopaminergic Neurons in the Ventral Substantia Nigra

**DOI:** 10.1371/journal.pgen.1004863

**Published:** 2014-12-11

**Authors:** Panojot Bifsha, Jianqi Yang, Rory A. Fisher, Jacques Drouin

## Abstract

Parkinson disease (PD) is characterized by the preferential, but poorly understood, vulnerability to degeneration of midbrain dopaminergic (mDA) neurons in the ventral substantia nigra compacta (vSNc). These sensitive mDA neurons express Pitx3, a transcription factor that is critical for their survival during development. We used this dependence to identify, by flow cytometry and expression profiling, the negative regulator of G-protein signaling Rgs6 for its restricted expression in these neurons. In contrast to *Pitx3^−/−^* mDA neurons that die during fetal (vSNc) or post-natal (VTA) period, the vSNc mDA neurons of *Rgs6* ^−/−^ mutant mice begin to exhibit unilateral signs of degeneration at around 6 months of age, and by one year cell loss is observed in a fraction of mice. Unilateral cell loss is accompanied by contralateral degenerating neurons that exhibit smaller cell size, altered morphology and reduced dendritic network. The degenerating neurons have low levels of tyrosine hydroxylase (TH) and decreased nuclear Pitx3; accordingly, expression of many Pitx3 target gene products is altered, including Vmat2, Bdnf, Aldh1a1 (Adh2) and Fgf10. These low TH neurons also express markers of increased dopamine signaling, namely increased DAT and phospho-Erk1/2 expression. The late onset degeneration may reflect the protective action of Rgs6 against excessive DA signaling throughout life. Rgs6-dependent protection is thus critical for adult survival and maintenance of the vSNc mDA neurons that are most affected in PD.

## Author Summary

The locomotor deficits associated with Parkinson disease result from the death of a specific subset of dopamine neurons in the ventral part of the midbrain. The reason for the greater sensitivity to degeneration of those, relative to other, neurons is not clear. Prior work showed that the Pitx3 transcription factor is specifically expressed in these neurons where it has a survival role during development. The present work identified a cell signaling component, Rgs6, that is also restricted to the sensitive neurons in the midbrain and that exerts a protective function, particularly late in life. While the loss of Rgs6 function may predispose or contribute to Parkinson disease, its stimulation may provide a novel therapeutic avenue to treat Parkinson disease.

## Introduction

Parkinson disease (PD) is characterised by the progressive loss of midbrain dopaminergic (mDA) neurons [1]. Although the clinical manifestations of PD can be variable, the appearance of motor deficits is the hallmark of this neurodegenerative disease. Similarly, the etiology of PD appears to be multifactorial but one consistent feature of this disease is the greater sensitivity of ventral substantia nigra compacta (vSNc) mDA neurons to degenerate [2] as opposed to mDA neurons of the dorsal SNc (dSNc) and ventral tegmental area (VTA). The molecular basis for this preferential sensitivity remains poorly understood although work in animal models has been useful [3].

Vertebrate animal models based on genetic causes of PD, which constitute 10–20% of PD cases, have not been overly successful in reproducing the selective neurodegeneration patterns of the mDA system [4]. For example, mice with transgenic expression of human autosomal dominant mutants of α-synuclein (SNCA) or leucine-rich repeat kinase 2 (LRRK2) rarely produce mDA neurodegeneration [5], [6]. Murine loss-of-function mutations in autosomal recessive gene products for PTEN induced putative kinase 1 (*Pink*) and Parkinson protein 2 (*Park2*), have not been enlightening either, with the recent exception of Parkinson protein 7 (*Park7 or DJ-1*). Indeed, *DJ-1* ^−/−^ mice show progressive adult degeneration of SNc mDA neurons upon backcrossing to an appropriate genetic background [7], indicating that many factors are necessary in order to model polygenic diseases such as PD. However, it is noteworthy that rat models of *Pink1* and *DJ-1* loss-of-function showed progressive loss of mDA neurons [8]. Both early-onset and late-onset forms of PD bear a major histopathological hallmark, the presence of Lewy bodies, which are α-synuclein-rich protein inclusions that are also found in non-dopaminergic brain regions depending on the stage of disease progression. Many familial PD genes have widespread brain expression, without any preferential expression in mDA subpopulations [5]. In general, they all participate in similar inter-related cellular processes such as in mitochondrial function (PINK1, DJ-1, SNCA), the secretory pathway (PARK2, LRRK2) and the ubiquitin-proteasome degradation pathway (PINK1, SNCA, PARK2).

Rodent animal models based on genes that participate in development and survival of mDA neurons (Pitx3, Nurr1, Girk2, En1/2, Otx2, etc) have proved extremely useful, especially in defining the candidate cellular pathways underlying the respective differential vulnerability of SNc versus VTA mDA neuron subpopulations to toxin-induced neurodegeneration and in human pathology [9]–[11]. Notably, mouse mutants for the homeobox transcription factor Pitx3 (Entrez gene ID: 5309) are unique in that they display a selective and stereotypic pattern of mDA cell loss that resembles typical PD [12]–[14]. In particular, Pitx3-deficient mice exhibit developmental loss of Pitx3-positive Calbindin (Calb)-negative mDA neurons of the vSNc (Pitx3-dependent) while Pitx3-negative Calb-positive mDA neurons of dSNc and VTA (Pitx3-independent) remain essentially unaffected by Pitx3 deficiency [15]. This cell loss is associated with a loss of spontaneous movement that can be partially rescued by L-dopa treatment [16], [17]. Human PITX3 polymorphisms are associated with sporadic PD [18]. Pitx3 mediates its effects by regulating the expression of many genes (*Aldh1a1*, *DAT*, *Drd2*, *TH*, *Bdnf*) in a subset specific fashion [19]. A well-studied Pitx3 target gene in mDA neurons of the SNc is *Aldh1a1*, which is important for retinoic acid production and subsequent neuronal maturation and protection through regulation of TH expression [19]–[21]. Other Pitx3 target genes, such as the classical dopaminergic markers DAT, Vmat2, Drd2 are important for neurotransmitter identity and are subject to the cooperative action of Pitx3 with Nurr1 [22]. On the other hand, Pitx3 expression has been reported to be itself regulated by GDNF, especially during development [23]. GDNF is the only neurotrophic factor for which conditional inactivation in the adult mouse has provided strong evidence of its absolute requirement for the cell-autonomous survival of brain cathecholaminergic neurons, including mDA neurons [24]. Although, many studies described the implication of Pitx3 in post-natal maturation and developmental survival of mDA neurons, Pitx3 has not been conclusively linked to mechanisms of survival and maintenance of mDA neurons in the adult, especially as it pertains to degenerative processes. We hypothesized that Pitx3-controlled genes and pathways, in addition to their known role in development, may also be implicated in the neuroprotective pathway required to maintain the integrity of specific subset of mDA neurons throughout adulthood.

In a screen of expression profiling data comparing Pitx3-dependent and -independent FACS-purified mDA neurons of SNc and VTA, the Regulator of G-protein Signaling 6 (Rgs6) (Entrez Gene ID: 9628) was identified as a putative survival factor that is preferentially expressed in vSNc mDA neurons and whose expression is positively regulated by Pitx3. Rgs6 belongs to the R7 subfamily of Rgs and functions as a GTPase activating protein to terminate signaling downstream of ligand-bound G-protein coupled receptors (GPCR). It does so by accelerating the conversion from the active Gα-GTP bound state (dissociated from Gβγ subunit) to the inactive Gα-GDP bound state (associated to Gβγ subunit). The R7 subfamily of Rgs regulators, including Rgs6, are known to have preference for catalysis of pertussis toxin-sensitive Gi/o heterotrimeric G-proteins through recognition of their Gαi by a C-terminal Rgs protein domain [25]. Activated Gαi subunits inhibit adenylate cyclase such that cAMP production from ATP is halted and PKA/cAMP-dependent protein kinase pathways are inhibited. Conversely, the activated Gβγ subunit opens Girk channels to allow efflux of potassium ions outside the cell resulting in hyperpolarization [26]. The neuronal GPCRs previously associated with Gi/o proteins include dopamine receptors (Drd2, Drd3), acetylcholine receptors (m2, m4), GABA_B_ receptor, metabotropic glutamate receptors (mGluR2, 3, 4, 6, 7, 8). Thus in cerebellum and heart, phenotypes resulting from inactivation of *Rgs6* are consistent with over-activation of signaling downstream of GABA_B_, serotonin 5-HT_1A_, M2 acetylcholine receptors, respectively. [26]–[29].

In the present work, we identified *Rgs6* and investigated its role in the midbrain dopaminergic system. *Rgs6* is shown to be preferentially expressed in vSNc mDA neurons and its knockout in mice results in progressive loss and alterations of Pitx3-positive mDA neurons specifically within the vSNc of aged animals. This late-onset degeneration is associated with markers of increased Drd2 signaling, down-regulation of Pitx3 expression and deregulated expression of its target genes, *Aldh1a1*, *Bdnf*, *Vmat2*, *TH* and *Fgf10*. Further, the pattern of mDA degeneration observed in *Rgs6* ^−/−^ mice is a close phenocopy of *DJ-1* ^−/−^ mice suggesting that these two genes may act through similar pathways.

## Results

### A regulator of G-protein signaling restricted to vSNc neurons

In order to identify genes responsible for the differential vulnerability of vSNc mDA neurons, we devised a strategy to isolate FACS-purified Pitx3-dependent and Pitx3-independent mDA neurons and compare their transcriptomes (Fig. 1). 

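Expression was measured on 8 Affymetrix Mouse Gene 1.0 ST arrays, 2 for each of 4 preparations of live EGFP+ cells sorted from newborn pups aged P1 to P4. The groups are SNc WT, SNc KO, VTA WT and VTA KO, where KO stands for Pitx3−/−. By the paper's estimate (Fig. 1), SNc WT cells were 80% Pitx3-positive and 20% Pitx3-negative, and SNc KO cells were 100% Pitx3-negative. VTA WT cells were 50% of each kind, and VTA KO cells were 50% Pitx3-negative and 50% cells that would have expressed Pitx3 (Pitx3del). The methods state that RNA was purified in duplicate for each preparation and linearly amplified before hybridization. The series record adds that each sample was pooled from stored batches of sorted cells. Neither source says whether the duplicates came from separate animals, so p-values measure only the spread between these samples, which may be technical. The authors summarised the probes with RMA Express, and the methods also name the LPE algorithm of FlexArray. The deposited values used here are on the log2 scale, are not centred per gene and hold 1 value per probeset and array. Array medians lay between 6.11 and 6.24, and 55% to 58.9% of the 35512 probesets on each array exceeded a linear signal of 60. The 2 VTA KO arrays differed most, with a standard deviation between arrays of 0.376 on the log2 scale against 0.241 to 0.252 in the other groups.

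From these values, limma 3.58.1 was fitted to all 8 arrays with 1 mean per group, over the 22112 probesets whose mean reached a linear signal of 60 in at least 1 group. Probesets were called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison. The thresholds of the study were applied beside this: an unadjusted p of at most 0.05, a fold of at least 1.5 and a signal of at least 60 in at least 1 of the groups compared. In simulated data at the spread of these arrays, the adjusted p recovered 0% of 1.5-fold changes in every comparison of the study, 45% to 55.5% of 2-fold changes and 92% to 95% of 4-fold changes. With 200 changed probesets it also called 17 and 24 unchanged ones in VTA KO against VTA WT at 2-fold and 4-fold, where 55.5% and 92% were recovered, so that it did not hold 5% there, against 0 to 6 in the other comparisons. Among the probesets, 21789 carry 1 gene symbol, 1621 several and 12102 none. Gene lists were tested with limma's camera at a preset correlation between genes, and again with an estimated correlation. The precision of every value is limited by the number of arrays.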

By birth, the SNc of *Pitx3* ^−/−^ pups is completely depleted of Pitx3-positive neurons but the dorsal Pitx3-negative neurons are spared [12]. 

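Pitx3, the gene disrupted in these mice, had log2 signals of 7.72 and 7.63 on the SNc WT arrays and 7.87 and 7.94 on the arrays labelled SNc KO. In VTA it had 8.10 and 7.84 on the WT arrays and 8.08 and 7.92 on the arrays labelled VTA KO. Th, the rate-limiting enzyme of dopamine synthesis, was at 10.18 ± 0.20 (SD, n = 2) in SNc WT, 10.09 ± 0.11 in SNc KO, 10.14 ± 0.053 in VTA WT and 10.25 ± 0.13 in VTA KO. The part of Pitx3 that is deleted and the part its probeset covers are not given in the sources used here, so its signals check neither the genotype nor the labels.

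Th did not pass limma's test in SNc WT against VTA WT, SNc KO against SNc WT or VTA KO against VTA WT (adjusted p = 0.904, 0.938 and 0.822). Slc18a2, the vesicular monoamine transporter, had log2 differences of -0.32 in SNc KO against SNc WT and -0.50 in VTA KO against VTA WT (adjusted p = 0.589 and 0.295 from limma), the first at -0.196 without SNc WT replicate 1. Ddc, which makes dopamine from L-DOPA, had a log2 difference of -0.64 in SNc KO (adjusted p = 0.213 from limma). Of 14 general neuron markers, 0 passed limma's test in SNc KO against SNc WT and 1 was lower at an unadjusted p under 0.05, with a median log2 difference of 0.011.

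Of 22 measured markers of ependymal and other ciliated cells, 7 were lower in SNc WT than in VTA WT at an adjusted p under 0.05 from limma and 0 were higher (21 lower and 0 higher when adjusted over the list alone). Among them, Mia had a log2 difference of -4.07 (standard error 0.28, adjusted p = 0.0122) and Dynlrb2, a dynein light chain, one of -3.67 (standard error 0.23, adjusted p = 0.00943 from limma). The median log2 difference of the 22 was -2.08 (adjusted p = 8.13e-23 from limma's camera, and adjusted p = 0.329 with an estimated correlation). In VTA KO against VTA WT, 0 of the 22 passed limma's test, 13 were lower at an unadjusted p under 0.05 and 11 were lower when adjusted over the list alone. Their median log2 difference there was -1.04 (adjusted p = 1.32e-13 from limma's camera, and adjusted p = 0.357 with an estimated correlation), with -0.432 without VTA KO replicate 2 and -1.29 without VTA KO replicate 1. In SNc KO against SNc WT their median was 0.0108 (adjusted p = 0.643 from limma's camera), where 14 of the 22 lay under a linear signal of 60 in SNc WT.

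Of 11 astrocyte and radial glia markers, 0 passed limma's test in SNc WT against VTA WT, while 9 were lower when adjusted over the list alone, with a median of -0.83 (adjusted p = 2.96e-06 from limma's camera, and adjusted p = 0.342 with an estimated correlation). In VTA KO against VTA WT their median was -0.58 (adjusted p = 4.26e-05, and adjusted p = 0.357 with an estimated correlation), and -0.252 without VTA KO replicate 2. The 9 oligodendrocyte lineage markers had medians of -0.46 and -0.30 in these comparisons (adjusted p = 0.00101 and 0.00141 from limma's camera, and adjusted p = 0.329 for both with an estimated correlation), the second call ending without VTA KO replicate 2 (median -0.199, adjusted p = 0.174) and its median at -0.556 without VTA KO replicate 1. The 12 pericyte and smooth muscle markers had a median of -0.70 in SNc WT against VTA WT and of 1.00 in SNc KO against SNc WT (adjusted p = 0.000179 and 2.24e-05, and adjusted p = 0.513 and 0.509 with an estimated correlation). The 6 endothelial markers had a median of -0.39 in SNc WT against VTA WT (adjusted p = 0.0105, and adjusted p = 0.403 with an estimated correlation), and -0.255 without SNc WT replicate 2. Of 6 microglia and macrophage markers, 1 was higher in SNc WT than in VTA WT and lower in SNc KO than in SNc WT, Mrc1, with 4 when adjusted over the list alone in each. Their medians were 0.51 and -0.71 (adjusted p = 0.00171 and 2.18e-07 from limma's camera, and adjusted p = 0.329 and 0.171 with an estimated correlation). The 8 dividing cell markers had medians of -0.50 in SNc WT against VTA WT and 0.31 in SNc KO against SNc WT (adjusted p = 0.0135 and 0.0178, and adjusted p = 0.509 for both with an estimated correlation). Red blood cell, serotonergic and noradrenergic markers had 1, 2 and 1 measured members and were not tested as lists.

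**Figure D1:**
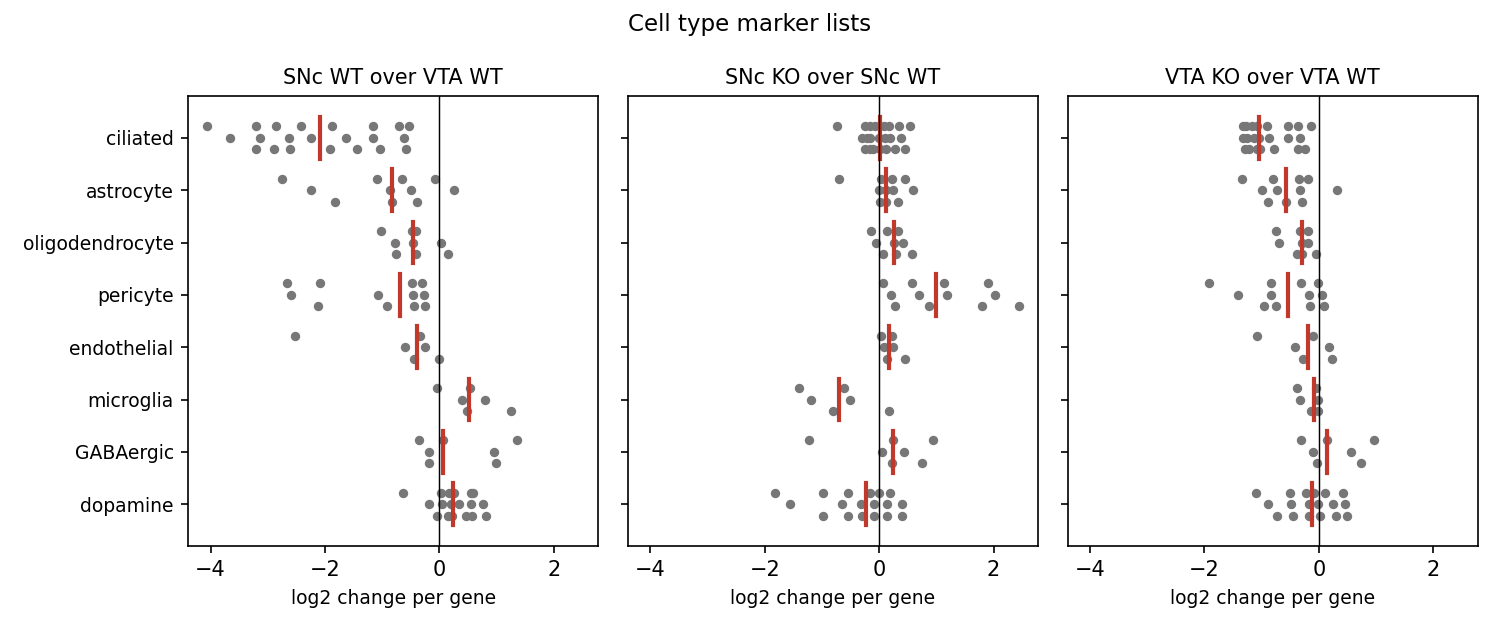
Log2 difference of each measured gene of 8 marker lists (dots) and the median of each list (red lines) in SNc WT against VTA WT, SNc KO against SNc WT and VTA KO against VTA WT. All 22 ciliated cell markers lie below 0 in SNc WT against VTA WT and in VTA KO against VTA WT.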

After dissection of SN and VTA from midbrain slices of mice expressing TH-EGFP, FACS-sorting of TH-EGFP-positive neurons yielded a pure dSNc Pitx3-negative population from *Pitx3* ^−/−^ brains and mixed (∼80% Pitx3-positive and ∼20% Pitx3-negative) SN mDA populations from wild-type animals. The comparison of their transcriptomes defined vSNc- and dSNc-enriched genes (Fig. 2A). 

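Relative to SNc WT cells, 15 named genes rose and 15 fell in SNc KO cells. Postn, a secreted matrix protein, rose by a log2 fold change of 3.26 (standard error 0.13), from a log2 signal of 5.42 ± 0.13 (SD, n = 2) to 8.69 ± 0.16. Its SNc WT signal lay below the linear signal minimum of 60, so the size of this rise is uncertain. Fst, which encodes the activin antagonist follistatin, rose by 2.22 and Sulf1, a heparan sulfate endosulfatase, by 1.94. Sox6, a transcription factor of ventral SNc neurons, fell by 1.41, Drd2, the dopamine autoreceptor, fell by 0.98, and Ndnf, a secreted neurotrophic factor, fell by 1.52.

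Postn and Fst had an adjusted p of 0.00268 from limma and Sulf1 one of 0.00744. Other genes that rose were Kcnk9, a two-pore potassium channel, by 1.90, Nxph1, a ligand of neurexins, by 1.50, Cbln1, a synaptic organizer, by 1.54, and Grm8, a metabotropic glutamate receptor, by 1.22. Genes that fell also included Frmd4b, by 1.68, the retinaldehyde dehydrogenase gene Aldh1a7, by 2.52, and Chrnb3, a nicotinic receptor subunit, by 1.56. Aldh1a7 is a close paralog of Aldh1a1, and its probes may also bind that transcript.

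Of 16 measured SNc and ventral SNc markers, 5 fell (Aldh1a1, Aldh1a7, Ndnf, Sox6 and Drd2) and 1 rose (Nxph1) at an adjusted p under 0.05 from limma, and 12 fell and 1 rose when adjusted over the list alone. The list fell by a median of 0.92 on the log2 scale (adjusted p = 9.2e-21 from limma's camera, and adjusted p = 0.0495 with an estimated correlation), which is not independent evidence, since several of its genes are named in the study from these arrays. Of 18 VTA and dorsal SNc markers, to which the same applies, 1 rose, the transcription factor Otx2, and 0 fell, or 8 and 0 when adjusted over the list alone. Their median was 0.40 (adjusted p = 9.06e-08 from limma's camera, and adjusted p = 0.284 with an estimated correlation). Mrc1, a macrophage marker, fell by 1.40 (adjusted p = 0.038 from limma) in the same comparison. Of 12 pericyte and smooth muscle markers, 0 passed limma's test and 5 were higher at an unadjusted p under 0.05, with a median of 1.00 (adjusted p = 2.24e-05 from limma's camera, and adjusted p = 0.509 with an estimated correlation).

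In total, 16 probesets rose and 17 fell of the 22112 tested, and 1907 had an unadjusted p under 0.05. The LPE test, in an implementation written from its description, called 204 higher and 223 lower. Its p-values may not be calibrated on these arrays, so its calls are not independent support for a gene. With SNc WT replicate 1, SNc WT replicate 2 or SNc KO replicate 2 left out, limma called 0 probesets (1174, 1711 and 1395 at an unadjusted p under 0.05), against 4 without SNc KO replicate 1, 2 without either VTA WT array and 31 without either VTA KO array. With the arrays of the 2 groups alone limma called 0 (2435 at an unadjusted p under 0.05). With the replicate number in the model it called 3 higher and 0 lower. With no signal filter the calls of Sox6, Drd2, Cbln1, Chrnb3, Mrc1, Otx2 and Grm8 ended (adjusted p between 0.05005 and 0.0775 from limma). The call of Drd2 also ended after median subtraction (adjusted p = 0.0510), and that of Cbln1 after quantile normalization (adjusted p = 0.0575). Mrc1 lost its call with a variance trend (adjusted p = 0.0619). Without either VTA KO array the calls of Cbln1, Chrnb3, Mrc1 and Otx2 ended as well. The paper reasons that the SNc of Pitx3−/− pups has lost its Pitx3-positive neurons by birth while dorsal Pitx3-negative neurons are spared, so that the comparison with the mixed wild-type SNc population separates vSNc-enriched from dSNc-enriched genes.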

In VTA, Pitx3 deficiency leaves the 50% Pitx3-expressing mDA neurons intact at birth but they die within the next three months [12]. Comparison of VTA TH-EGFP cell expression profiles from *Pitx3^−/−^* and WT mice will thus identify genes which have Pitx3-dependent expression. 

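In VTA KO cells, Fst, the gene of the activin antagonist follistatin, rose relative to VTA WT cells by a log2 fold change of 1.48 (standard error 0.10), from 6.96 ± 0.020 (SD, n = 2) to 8.44 ± 0.0037. It was the named gene that passed limma's test (adjusted p = 0.0347), beside 1 probeset without a gene symbol that was also higher. Neurod6, a transcription factor of medial VTA neurons, had a log2 signal of 8.32 ± 0.18 in VTA WT and 5.92 ± 0.36 in VTA KO (log2 fold change -2.40, adjusted p = 0.0841 from limma). Aldh1a1, which makes retinoic acid and marks ventral dopaminergic neurons, had a log2 fold change of -1.65 (adjusted p = 0.0827 from limma), and Slc6a3, the dopamine transporter, one of -0.90 (adjusted p = 0.176). The LPE test called Neurod6 (adjusted p = 2.55e-05) and Aldh1a1 (adjusted p = 3.35e-08) lower.

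Because fewer than 10 named genes passed, the genes with the largest differences were taken at an unadjusted p under 0.05. Those lower in VTA KO included several genes of motile cilia, Spef2 (-2.63), Dnah10 (-2.03) and Dnah3 (-1.79), whose probesets disagree for Spef2 and Dnah3. Their differences were -1.07, -1.10 and -1.03 without VTA KO replicate 2 and -4.20, -2.96 and -2.55 without VTA KO replicate 1. Car4, a carbonic anhydrase, was among the lower genes as well (-1.73, adjusted p = 0.0513 from limma). Those higher included Trpc5, a cation channel (1.49, adjusted p = 0.0513 from limma), and Scn2a, a sodium channel with disagreeing probesets (1.45). Car4 and Trpc5 were called by the LPE test and, without either VTA KO array, by limma.

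Of 16 SNc and ventral SNc markers, 0 passed limma's test, 9 were lower and 1 higher at an unadjusted p under 0.05, and the same numbers held when adjusted over the list alone. Their median of -0.39 passed limma's camera (adjusted p = 1.36e-06, and adjusted p = 0.163 with an estimated correlation), which is not independent evidence, since the study names several of them from these arrays. Of the 7 Pitx3 targets that the study names, 0 passed, 4 were lower and 1 was higher when adjusted over the list alone, which is not independent evidence since the study chose them. Their median was -0.44 (adjusted p = 0.0277 from limma's camera, and adjusted p = 0.509 with an estimated correlation), and the call ended without VTA WT replicate 1, VTA KO replicate 1 or VTA KO replicate 2 (adjusted p = 0.128, 0.0799 and 0.088). The 18 genes of dopamine synthesis, storage and signalling had a median of -0.13 (adjusted p = 0.201 from limma's camera), with 5 lower and 1 higher when adjusted over the list alone. The 7 GABAergic neuron markers had a median of 0.14 (adjusted p = 0.0337, and adjusted p = 0.456 with an estimated correlation), and 3 were higher when adjusted over the list alone. This call ended without VTA WT replicate 1 or VTA KO replicate 1 (adjusted p = 0.106 and 0.346 from limma's camera) and after quantile normalization (adjusted p = 0.06). The median turned to -0.0797 without VTA KO replicate 1 and was 0.372 without VTA KO replicate 2.

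At an adjusted p under 0.05, limma called 2 probesets higher and 0 lower, with 2263 at an unadjusted p under 0.05, and the LPE test called 71 higher and 94 lower. Fst and the unnamed probeset lost their calls without any array of VTA WT, SNc WT or SNc KO, each of which left 0 called (1534 to 1999 at an unadjusted p under 0.05), while 69 were called without either VTA KO array. The call of Fst also ended with no signal filter, the arrays of the 2 groups alone, the replicate number in the model, a variance trend and array weights (adjusted p = 0.0824, 0.432, 0.0958, 0.0574 and 0.104 from limma).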

RNA extracted from FACS-sorted cells (Fig. 1) was used to generate probes for hybridization in duplicates to Affymetrix Mouse Gene 1.0ST microarrays and determination of expression profiles. 

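Between SNc WT and VTA WT cells, 15 named genes were higher and 67 lower in SNc WT. Tcf7l2, a transcription factor of the Wnt pathway, was higher in SNc WT, at 9.21 ± 0.081 (SD, n = 2) against 7.46 ± 0.12 in VTA WT, a log2 fold change of 1.75 (standard error 0.16, adjusted p = 0.0165 from limma). Neurod6 was lower in SNc WT by a log2 fold change of -2.83 (adjusted p = 0.0165 from limma). Its SNc WT signal lay below the linear signal minimum of 60, so the size of this difference is uncertain. Grp, the gene of gastrin-releasing peptide, was lower by a log2 fold change of -1.69 (adjusted p = 0.00996 from limma). Cck, the gene of cholecystokinin, and Nrp2, a semaphorin receptor, were lower by -1.30 and -1.15. The Cck call ended with no signal filter (adjusted p = 0.0572 from limma) and with the 2 groups alone (adjusted p = 0.0508). It also ended with the replicate number in the model (adjusted p = 0.0606 from limma).

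Of 16 SNc and ventral SNc markers, 3 were higher in SNc WT (Ndnf, Lix1 and Vav3) and 0 lower at an adjusted p under 0.05 from limma, and 9 were higher and 1 lower when adjusted over the list alone. Their median was 0.52 (adjusted p = 3.89e-06 from limma's camera, and adjusted p = 0.163 with an estimated correlation). Ndnf had a log2 fold change of 1.30 (adjusted p = 0.0167 from limma), and Vav3, a guanine nucleotide exchange factor, had an adjusted p of 0.0165. Of 18 VTA and dorsal SNc markers, 5 were lower in SNc WT (Otx2, Neurod6, Grp, Cck and Nrp2) and 0 higher, and 13 were lower and 1 higher when adjusted over the list alone. Their median was -0.79 (adjusted p = 2.14e-11 from limma's camera, and adjusted p = 0.171 with an estimated correlation). Both lists hold genes that the study names from these arrays and are not independent evidence. Of 16 transcription factors of midbrain dopaminergic neurons, Otx2 and Neurod6 were lower in SNc WT, with 6 higher and 2 lower when adjusted over the list alone. Their median was 0.18 and their mean -0.0127, and the list did not pass limma's camera (adjusted p = 0.299). Of 18 genes of dopamine synthesis, storage and signalling, 0 passed limma's test, 8 were higher at an unadjusted p under 0.05 and 5 were higher when adjusted over the list alone, with a median of 0.24 (adjusted p = 0.00141 from limma's camera, and adjusted p = 0.473 with an estimated correlation). The 10 largest decreases in SNc WT included the cilium genes Pifo (-3.45), Cfap43 (-3.26) and Capsl (-3.21), and Tm4sf1 (-3.61), which encodes a membrane protein.

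In this comparison limma called 18 probesets higher and 79 lower, with 4156 at an unadjusted p under 0.05, and the LPE test called 428 and 518. After subtraction of each array's median, which moved the median of all probesets from 0.00796 to 0.118, the split was 36 higher and 84 lower. At the thresholds of the study, 346 genes were higher and 568 lower in SNc WT than in VTA WT, 283 were higher and 173 lower in SNc KO than in SNc WT, and 159 were higher and 311 lower in VTA KO than in VTA WT, of 13852 genes tested. The last pair was 348 and 712 without VTA KO replicate 2 and 294 and 511 without VTA KO replicate 1. Median subtraction turned the balance of the first comparison to 689 higher and 418 lower, and that at an unadjusted p under 0.05 from 1899 and 2257 probesets to 3310 and 1244. Without VTA WT replicate 1, VTA WT replicate 2 or SNc WT replicate 2, limma called 0 probesets (2747, 2687 and 2808 at an unadjusted p under 0.05), and it called 1 without SNc WT replicate 1, 8 or 12 without an SNc KO array and 436 or 428 without a VTA KO array. Without both VTA KO arrays, a setting added after the data were seen, it called 152 higher and 344 lower.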

Unbiased clustering of the 1813 differentially expressed genes (fold changes >1.5, p≤0.05 and signal ≥60) into seven clusters defined genes that are expressed in specific subsets of mDA neurons and/or that are Pitx3-dependent in VTA (Fig. 2A). qRT-PCR analyses confirmed the expected enrichment for vSNc (Girk2, DAT), dSNc (Calb1) and VTA (Otx2, Calb1) markers (Fig. 2B). 

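Kcnj6 (Girk2), a potassium channel subunit, had a log2 signal of 7.84 ± 0.095 (SD, n = 2) in SNc WT, 6.89 ± 0.16 in SNc KO, 7.02 ± 0.019 in VTA WT and 6.79 ± 0.33 in VTA KO. Calb1 and Calb2, which encode calcium-binding proteins of dorsal neurons, stood lower in SNc WT than in SNc KO, at 9.34 ± 0.083 against 10.24 ± 0.28 and at 7.73 ± 0.12 against 8.70 ± 0.090. Otx2, a transcription factor of VTA neurons, was lower in SNc WT than in VTA WT by a log2 fold change of -1.84 (standard error 0.21, adjusted p = 0.0277 from limma). It rose by 2.13 in SNc KO relative to SNc WT (adjusted p = 0.0375 from limma). Aldh1a1, a retinaldehyde dehydrogenase, fell by 2.81 in SNc KO relative to SNc WT (standard error 0.18, adjusted p = 0.0125 from limma).

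Aldh1a1 stood at 11.32 ± 0.083 in SNc WT and 11.27 ± 0.15 in VTA WT, a log2 fold change of 0.051 (adjusted p = 0.903 from limma). Lix1 was higher in SNc WT than in VTA WT by a log2 fold change of 1.25 (standard error 0.15, adjusted p = 0.0348 from limma). Kcnj6 had log2 fold changes of 0.81 in SNc WT against VTA WT and -0.95 in SNc KO against SNc WT (adjusted p = 0.109 and 0.175 from limma). Slc6a3, the dopamine transporter, had 0.58 and -0.98 in the same comparisons (adjusted p = 0.117 and 0.077 from limma). Calb1 had -0.71 and 0.90 (adjusted p = 0.107 and 0.154), and Calb2 -0.71 and 0.97 (adjusted p = 0.107 and 0.123 from limma). Lpl, the lipoprotein lipase gene, had -1.44 in SNc WT against VTA WT (adjusted p = 0.0703 from limma) and a signal of 7.60 ± 0.43 in VTA WT.

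Other settings called several of these differences. In SNc WT against VTA WT the LPE test called Slc6a3 (adjusted p = 9.45e-05), Calb1 (adjusted p = 0.00106) and Lpl (adjusted p = 0.000246), and in SNc KO against SNc WT it called Slc6a3 (adjusted p = 3.06e-12), Calb1 (adjusted p = 1.46e-06) and Calb2 (adjusted p = 0.03355). With array weights, limma called Kcnj6, Calb1, Calb2 and Lpl in the first comparison (adjusted p = 0.0319, 0.0498, 0.0341 and 0.0309) and Slc6a3 and Calb2 in the second (adjusted p = 0.0405 for both). Without VTA KO replicate 1 or VTA KO replicate 2 it called Kcnj6 in the first (adjusted p = 0.0448 and 0.0454).

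Otx2 lost both calls without any array of SNc WT, VTA WT or SNc KO, with no signal filter, with the arrays of the compared groups alone and with the replicate number in the model (adjusted p between 0.0551 and 0.221 from limma), and its call in SNc KO also without either VTA KO array (adjusted p = 0.0649 and 0.0647). The call of Aldh1a1 in SNc KO ended without any array of SNc WT, VTA WT or SNc KO, with the compared groups alone and with the replicate number in the model (adjusted p between 0.0528 and 0.191 from limma). The call of Lix1 ended with no signal filter (adjusted p = 0.0688 from limma) and without any array of VTA WT, SNc WT or SNc KO (adjusted p between 0.0924 and 0.233). Aldh1a1 was lower in SNc WT than in VTA WT without VTA WT replicate 2 (-0.058) or SNc WT replicate 2 (-0.00754).

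**Figure D2:**
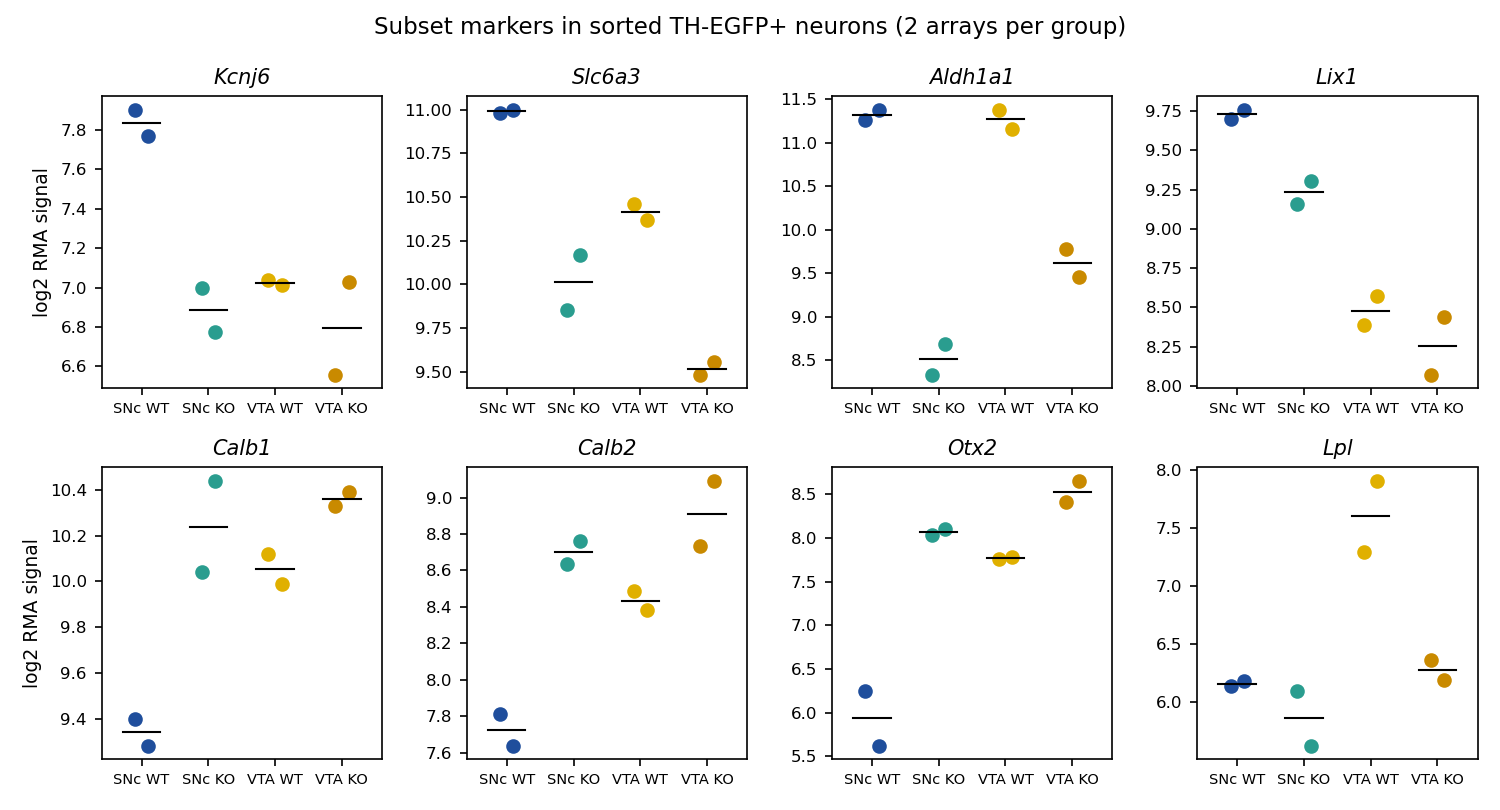
Log2 signal of 8 marker genes on each array (dots) with the mean of each group (lines) for SNc WT, SNc KO, VTA WT and VTA KO, 2 arrays per group. The SNc KO arrays lie between 8.03 and 8.10 for Otx2, above the SNc WT arrays at 5.62 and 6.25.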

Further, many genes previously characterized for their subset-specific expression (marked by stars in Fig. 2A) validate the profiling data; these include Calb1/2 for dSNc, Otx2 for VTA, Kcnj6 (Girk2) for vSNc, Lpl for VTA, Aldh1a1 for vSNc, Slc6a3 (DAT) for vSNc, Lix1 for SNc [20], [30]–[32]. The complete list of genes in each cluster is provided in Table S1.

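Table S1 gives each cluster as probesets with base 2 log ratios, and differences of group means computed from the arrays equal 1271 of the 1271 ratios listed for SNc WT over VTA WT, 721 of 721 for SNc KO over SNc WT and 760 of 760 for VTA KO over VTA WT, within 1e-05. In the copy used here it holds 2077 rows, of which 192 carry no name in the probe table. Of these ratios, 84.1%, 77.8% and 69.7% had an unadjusted p of at most 0.05 from limma.

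Sorted into clusters by the directions of the 3 comparisons at the thresholds of the study, 1414 genes were called. The vSNc-enriched cluster, higher in SNc WT than in VTA WT and lower in SNc KO than in SNc WT, held 63 genes, among them Rgs6, Lmo3 and Ndnf, and 101 without SNc WT replicate 2. The opposite pattern, vSNc-depleted, held 78 genes. The dSNc-enriched cluster held 202 genes and the dSNc-depleted cluster 112, among them Aldh1a1. The VTA-enriched cluster held 488 genes, of which 169 were lower in VTA KO than in VTA WT (Pitx3-activated) and 0 higher. The VTA-depleted cluster held 284 genes, of which 3 were lower and 31 higher (Pitx3-repressed). The counts of 0 and 3 were larger when either VTA KO array was left out, so they rest on both. The VTA-enriched Pitx3-activated genes numbered 96 without VTA KO replicate 2 and 247 without VTA KO replicate 1, and median subtraction gave 358 VTA-enriched and 601 VTA-depleted genes. The VTA-depleted Pitx3-repressed genes numbered 47 without VTA KO replicate 1 or VTA WT replicate 1. A further 187 genes differed in VTA KO against VTA WT alone, and 821 without VTA KO replicate 2 and 364 without VTA KO replicate 1.

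Comparisons that share arrays also share chance differences. With unchanged groups, 100 simulations gave a mean of 5.2 vSNc-enriched and 5.51 VTA-enriched Pitx3-activated genes and highest counts of 14 and 14, while independent lists of the same sizes share 4.32 and 12.8 genes. For mDA-generic genes, called in VTA KO against VTA WT alone, the simulated mean was 160.5 and the highest count 185. Of 165 VTA-enriched Pitx3-activated genes with a single symbol, 14 are listed ciliated cell markers, 13 further cilium genes by symbol, 2 astrocyte markers, 1 an endothelial and 1 an oligodendrocyte marker. In sorted cells, the paper's qRT-PCR (Fig. 2B) shows Aldh1a1, Rgs6, DAT and Girk2 lower and Otx2 and Calb1 higher in KO than in WT SNc.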

**Figure 1:**
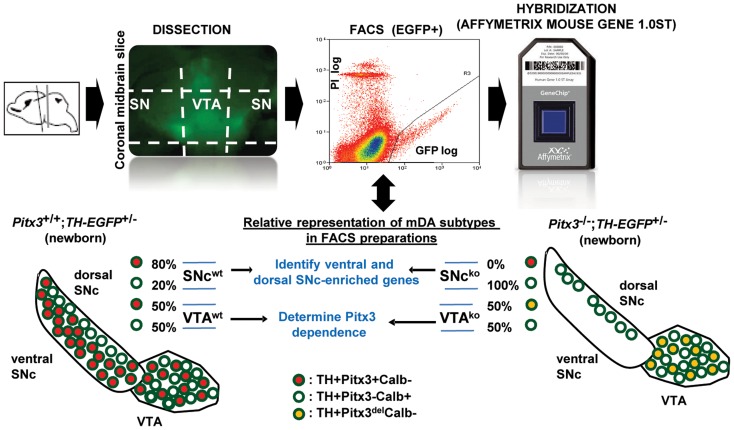
Strategy for isolation of FACS-purified Pitx3-dependent (red) and Pitx3-independent (white) mDA neurons for expression profiling analysis. Dissected SN and VTA from newborn *TH-EGFP* transgenic *Pitx3^+/+^* and *Pitx3^−/^* ^−^ mice were used for FACS purification of catecholaminergic neurons. The EGFP^+^ cells consists in various proportions (approximate % shown) of Pitx3+ (red), Pitx3− (white) and Pitx3del (yellow) mDA neurons, depending on the region dissected and mDA neuronal loss resulting from *Pitx3* inactivation. RNA from four cell preparations (SNc WT, VTA WT, SNc KO, VTA KO) were analyzed by hybridization in duplicates to Affymetrix Mouse Gene 1.0ST microarrays.

**Figure 2:**
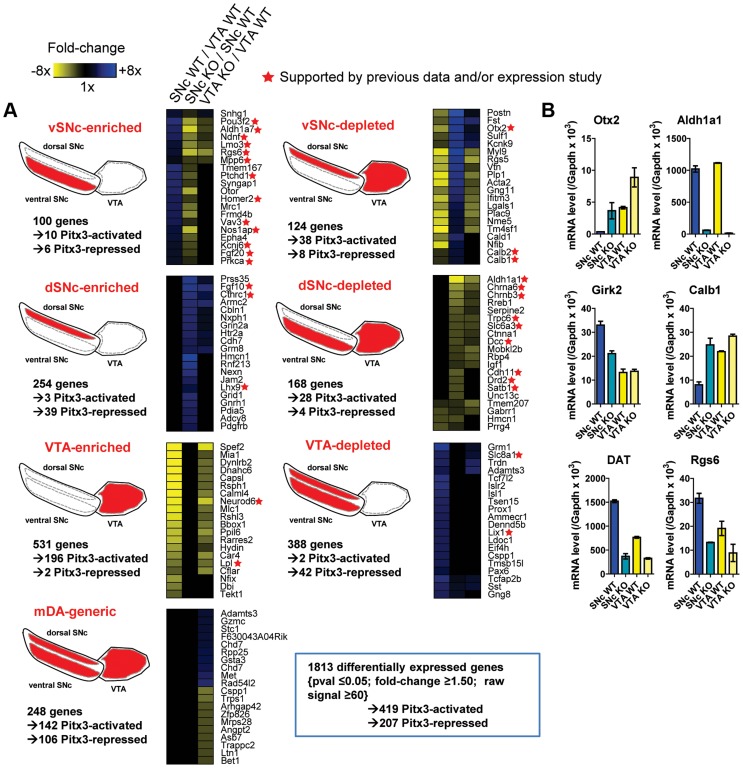
Subset-specific expression signatures of mDA neurons. (A) Differentially expressed probesets were clustered in an unbiased manner into three-dimensional Cartesian-type coordinates defined according to the relative enrichment attributes for each probeset in the comparisons between SNc WT/VTA WT, SNc KO/SNc WT and VTA KO/VTA WT. Each cluster was named according to the observed preferential expression pattern (label and shown in red in diagrams). The heatmaps show relative enrichments for 20 genes that are highly enriched and/or that have documented functions (the complete gene lists for each subset is provided in Table S1). The total number of genes (not probesets) in each cluster is indicated together with the number of those that are either activated or repressed by Pitx3 based on the VTA KO/WT comparison. (B) qRT-PCR quantification of mRNAs with preferential expression in either SN or VTA assessed in FACS-sorted cells from *WT* or *Pitx3* ^−/−^ (KO) tissues. mRNA levels are normalized relative to Gapdh mRNA. Data are shown as means ± S.D.

We chose to investigate genes enriched in vSNc and Pitx3-dependent. 

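Rgs6, a regulator that speeds the GTPase of Gi/o proteins, had a log2 signal of 8.69 ± 0.15 (SD, n = 2) in SNc WT and 6.44 ± 0.0034 in SNc KO. In VTA it stood at 7.77 ± 0.21 in WT and 6.05 ± 0.26 in KO. It fell by 2.25 on the log2 scale in SNc KO relative to SNc WT (standard error 0.17, adjusted p = 0.0221 from limma), a 4.75-fold difference. Its log2 fold changes of 0.92 in SNc WT against VTA WT and -1.73 in VTA KO against VTA WT did not pass (adjusted p = 0.0862 and 0.0656 from limma).

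Among 9 measured genes of R7 RGS proteins and their partners, 1 fell in SNc KO, Rgs6, and 0 rose, or 2 and 1 when adjusted over the list alone. The list had a median of -0.0315 and did not pass limma's camera (adjusted p = 0.305). Table S1 lists 10 genes as vSNc-enriched and Pitx3-activated, 9 of them named: Rgs6, Lmo3, CK137956, Aldh1a7, Pou3f2, Mpp6, Ndnf, Klhl32 and Fam204a. The study chose these genes on these arrays, so their directions are not independent evidence. Of the 10, 9 had an unadjusted p of at most 0.05 from limma in VTA KO against VTA WT. Ndnf had a log2 fold change of -0.69 there, Aldh1a7 one of -0.90 and Pou3f2, a POU domain transcription factor, one of -0.87. Klhl32 had -0.63 with a p of 0.144 from limma and was at 0.011 without VTA KO replicate 2. The sheet also lists 6 Pitx3-repressed genes, 3 of them named, and these had log2 fold changes of 1.91 for the olfactory receptor gene Olfr1045 (at a linear signal of 22.2 in VTA WT, below the minimum of 60, and 83.3 in VTA KO), 1.10 for Zfp617 and 0.62 for Uevld, whose probesets disagree. Zfp617 was at 0.464 without VTA KO replicate 2 and 1.73 without VTA KO replicate 1, and Pou3f2 at -0.439 and Fam204a at -0.337 without VTA KO replicate 1.

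The difference between the knockout effects on Rgs6 in SNc and VTA was -0.52 (adjusted p = 0.543 from limma). The limma call of Rgs6 in SNc KO ended without any array of SNc WT, VTA WT or SNc KO (adjusted p between 0.073 and 0.235), with the arrays of the compared groups alone (adjusted p = 0.086) and with the replicate number in the model (adjusted p = 0.0603). The LPE test also called it in SNc WT against VTA WT (adjusted p = 0.00416) and in VTA KO (adjusted p = 0.00267). In SNc WT against VTA WT limma called it with array weights (adjusted p = 0.0294) and without VTA KO replicate 1 or VTA KO replicate 2 (adjusted p = 0.0491 and 0.0498), and in VTA KO without VTA KO replicate 2 (adjusted p = 0.0395).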

Rgs6 immediately appeared as an interesting candidate because it is known to negatively modulate signaling downstream of heterotrimeric Gi protein-coupled receptors through its instrinsic GTPase-stimulating protein activity [26], [28], [29]. The Rgs6 protein was detected by immunohistofluorescence in TH-positive SNc mDA neurons and not in VTA (Fig. 3A). Most dSNc mDA neurons were negative for Rgs6 (Fig. 3B upper left, arrowheads) as were VTA cells (Fig. 3B, bottom left). The SNc distribution of Rgs6 is very similar to that of Pitx3 but they differ in VTA (Fig. 3B). Triple immunohistofluorescence staining against TH, Calb1 and Pitx3 (Fig. 3C) showed that the majority of Pitx3-positive vSNc mDA neurons are negative for Calb1 whereas dSNc mDA neurons are calbindin-positive. The SNc thus has two major subsets of mDA neurons with differential vulnerability to *Pitx3* knockout: TH+/Pitx3+/Rgs6+/Calb− neurons in vSNc (Pitx3-dependent, PD vulnerable) and TH+/Pitx3−/Rgs6−/Calb+ cells in dSNc (Pitx3-independent, PD resistant).

**Figure 3:**
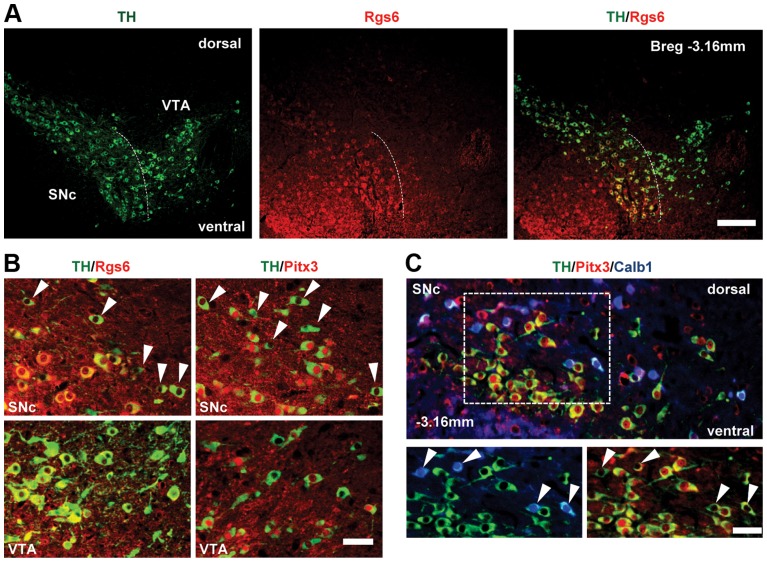
Restricted expression of Rgs6 in Pitx3-positive (Pitx3+) dopaminergic neurons of ventral SNc. (A) Rgs6 expression revealed by immunohistofluorescence (red) together with TH (green) in mDA neurons of SNc but not VTA. Scale bar 410 µm. (B) Co-immunofluorescence analysis of TH (green) and Rgs6 or Pitx3 (red, as indicated) in SNc and VTA of adult mice. Arrowheads point to Pitx3-negative or Rgs6-negative mDA neurons in dorsal SNc. Scale bar 100 µm. (C) Triple immunofluorescence staining for TH (green), Pitx3 (red) and Calb1 (blue) on tissue sections of adult mice indicates that the majority of TH+Pitx3− cells of dSNc (arrowheads) are positive for Calb1, while TH+Pitx3+ cells of vSNc are negative for Calb1, consistent with depiction in A. Scale bar 100 µm.

### Neuronal degeneration in vSNc of *Rgs6* ^−/−^ mice

In order to define the *in vivo* role of Rgs6, we investigated the mDA system of *Rgs6* ^−/−^ mice by TH immunohistochemistry at 6, 180 and 356 days of age (Table S2). Only 1 y-old *Rgs6* ^−/−^ midbrains were markedly different from controls and we could identify two major phenotypes in different mice.

The first phenotype was a partial loss of SNc TH-positive cells on one side of the brain (random unilateral) (Fig. 4A and Figure S1). Quantification of TH-positive cells in SNc and VTA indicated a loss of about 35±6% (SD) in the SNc of the affected side (Fig. 4B). The loss of TH-positive cells was further supported by fewer Nissl-positive cells in SNc of *Rgs6* ^−/−^ mice (Fig. 4C). In addition, the Nissl stain revealed the presence of cells with abnormal elongated morphology that were found unilaterally within the SNc (Fig. 4C). The loss of TH-positive cells is correlated with a loss of Pitx3-positive cells (Fig. 4D).

**Figure 4:**
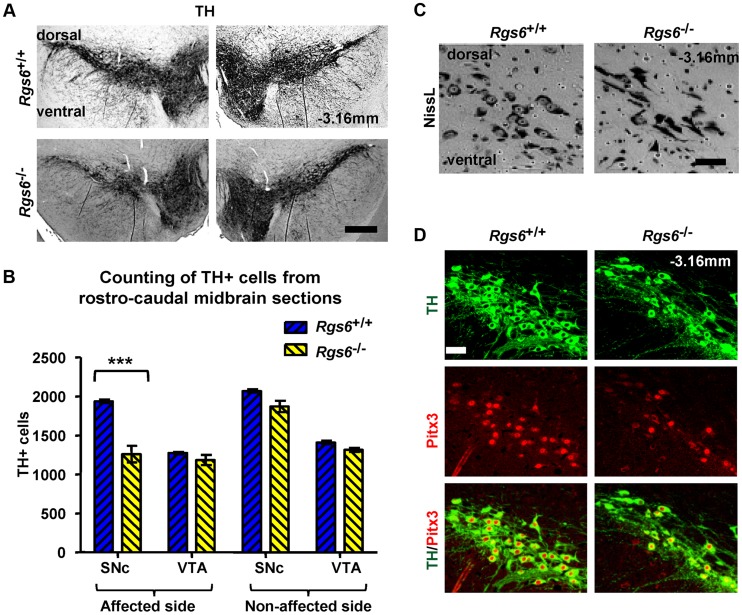
Unilateral loss of Pitx3-positive dopaminergic neurons in ventral SNc of *Rgs6* ^−/−^ mice. (A) Immunoperoxidase staining for TH on representative coronal midbrain sections showing less SNc TH+ neurons on one side of *Rgs6* ^−/−^ mice at 1 year of age compared to sib control. Sections are identified with Bregma position. Scale bar 400 µm. (B) Number of TH+ cells in SNc and VTA of TH-stained coronal sections across midbrain (every 30 µm). Cell counts are represented as means +/− S.D. (***p<0.005). (C) Nissl staining of vSNc sections contiguous to A shows fewer cell bodies and abnormal elongated neurons in *Rgs6* ^−/−^ mice compared to control. Scale bar 100 µm. (D) Double immunofluorescence staining for TH (green) and Pitx3 (red) on sections contiguous to A showing a marked loss of TH+Pitx3+ cells in *Rgs6^−/−^* mice. Scale bar 100 µm.

A second group of 1 y-old *Rgs6* ^−/−^ mice exhibited dysmorphic mDA neurons that displayed low levels of TH immunoreactivity (TH^low^), aberrant morphology, pronounced cell shrinkage and disrupted TH-positive fiber network (Fig. 5A and Figure S2). These dysmorphic neurons were all localized in the vSNc, while mDA neurons in dSNc and VTA had normal appearance and unaffected Calb1 expression (Figure S3).

**Figure 5:**
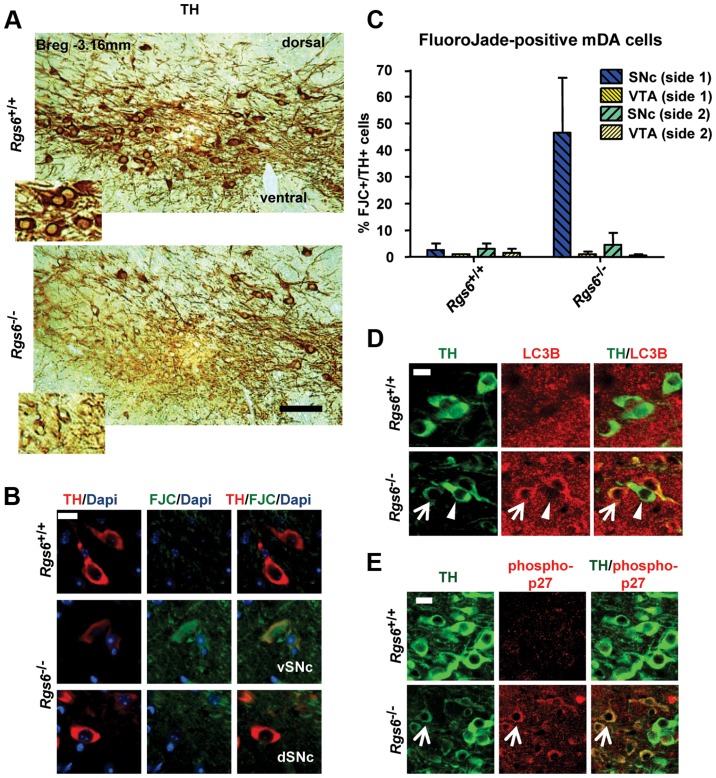
Unilateral degeneration of vSNc neurons in a subset of *Rgs6−/−* mice. (A) Immunoperoxidase staining for TH on representative coronal midbrain sections showing dysmorphic TH+ neurons (low TH staining, TH^low^, inset) in ventral SNc of *Rgs6* ^−/−^ mice. The dSNc and VTA mDA neurons are unaffected (strong/normal TH staining, inset). Scale bar 200 µm. (B) Triple staining for TH (red), Dapi (blue) and Fluoro-Jade C (FJC, green) showing presence of degenerating TH^low^ cells in vSNc of 1 y-old *Rgs6* ^−/−^ mice (middle panels) and not in control vSNc (upper panels) or in dorsal SNc (lower panels). Scale bar 20 µm. (C) Bilateral cell counts of FJC^+^ mDA neurons in SNc and VTA of coronal sections from control and 1 y-old *Rgs6* ^−/−^ mice. (D) Co-immunostaining for TH (green) and LC3B (red) in vSNc of *WT* and *Rgs6* ^−/−^ mice. Scale bar 20 µm. Arrowheads indicate unaffected neurons while arrows point to TH^low^ cells. (E) Co-immunostaining for TH (green) and phosphorylated p27^Kip1^ (phospho-p27, red) in vSNc of *WT* and *Rgs6* ^−/−^ mice. Scale bar 20 µm.

We then determined whether the *Rgs6* ^−/−^ dysmorphic mDA neurons are undergoing degeneration by staining with Fluoro-Jade C (FCJ), as previously shown in the MPTP or 6-OHDA-induced mouse PD models [33], [34] and *zitter* mutant rats [34]. A high proportion of the dysmorphic mDA neurons stained positive for FJC (Fig. 5B, C) and are TH^low^. Cell counts indicated that degeneration is mostly unilateral and limited to the vSNc (Fig. 5C). Some 180 days-old *Rgs6−/−* mice exhibited mild unilateral degeneration in the most lateral part of SNc, while newborn mice did not, supporting the progressive appearance of degeneration with age (Table S2).

### Expression of pathological markers and familial PD gene products in *Rgs6^−/−^* vSNc neurons

We then characterized degenerating mDA neurons in *Rgs6^−/−^* mice for the presence of pathologocial markers observed in PD and in other neurodegenerative diseases. Notably since degenerating neurons in PD suffer from oxidative stress and increased autophagocytosis due to the presence of protein aggregates, we assessed and observed increased expression of LC3B, a marker of activated autophagosome in degenerating neurons (Fig. 5D). In order to further characterize the degenerating neurons, we verified expression of key genes implicated in development of familial forms of PD [5]. For example, *DJ-1* and *PINK1* are two genes whose mutated forms cause PD in an autosomal recessive manner and *LRRK2* is the most frequently mutated gene causing PD and it acts in an autosomal-dominant fashion. *Pink1* and *Lrrk2* mouse null mutants do not however display degeneration of mDA neurons [5], [35] but a rat model of *Pink1* knockout does [8]. Surprisingly, the TH^low^ neurons of *Rgs6^−/−^* vSNc specifically exhibit decreased DJ-1 expression, while Pink1 and Lrrk2 expression is increased in those same neurons (Fig. 6); this contrasts with the fairly widespread expression of DJ-1 [36], Pink1 and Lrrk2 [5], [37] in midbrain neurons. Interestingly, the late-onset degeneration observed in *Rgs6^−/−^* midbrain appears to be a close phenocopy of the *DJ-1^−/−^* mice [7], especially in terms of the initial unilateral nature of defects in aging SNc mDA neurons and the kinetics of cell loss. The loss of DJ-1 may thus contribute to Rgs6-dependent degeneration.

**Figure 6:**
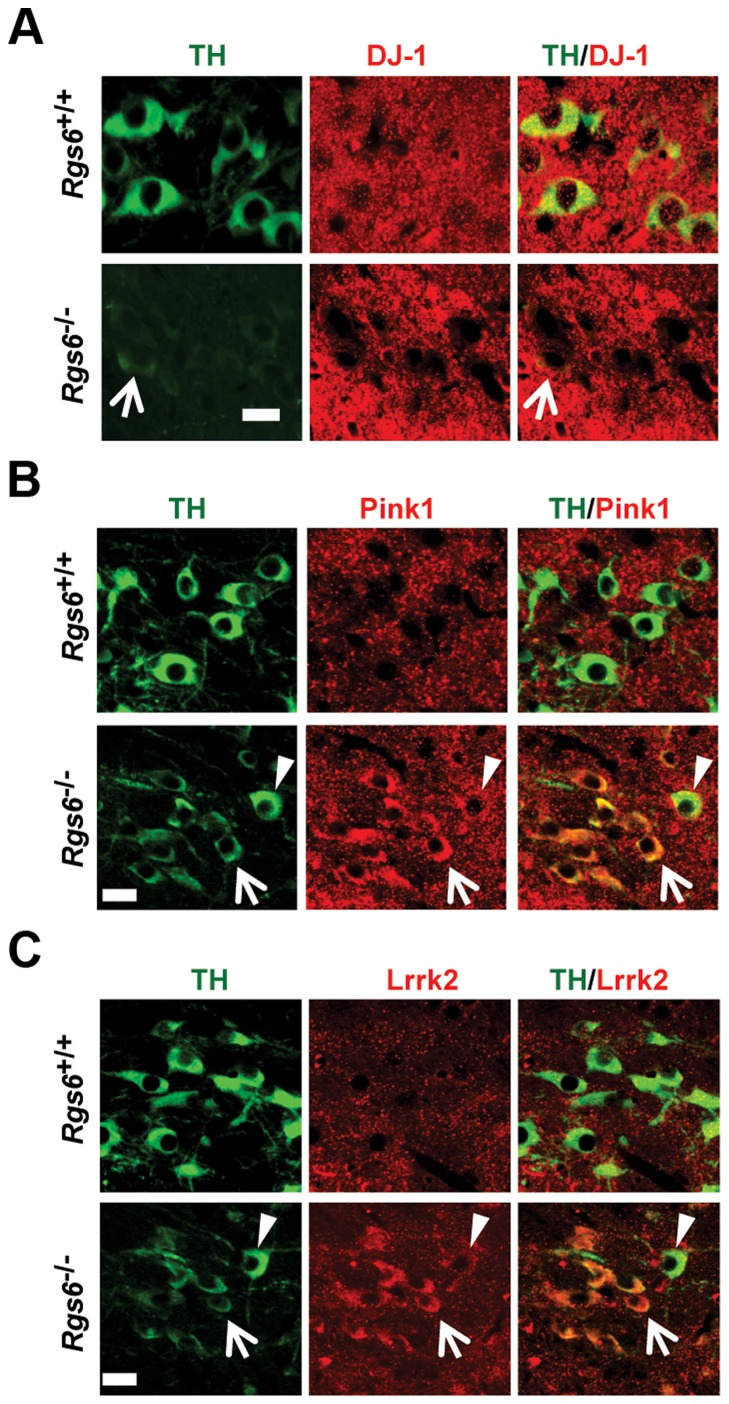
Expression of familial PD genes is altered in degenerating neurons of vSNc. Double immunofluorescence staining against TH (green) and (A) DJ-1 (red) or (B) Pink1 (red) or (C) Lrrk2 (red) in SNc of control and 1 y-old *Rgs6* ^−/−^ mice that display dysmorphic TH^low^ mDA neurons. Arrowheads indicate unaffected neurons while arrows point to TH^low^ cells. Scale bar 20 µm.

Degenerating neurons were shown to overexpress the phosphorylated cell cycle inhibitor p27^Kip1^ in Alzheimer's disease [38]. Interestingly, Rgs6 was implicated in control of cell cycle and apoptosis [39] and we observed cytoplasmic accumulation of phospho-p27^Kip1^ only in degenerating TH^low^ mDA neurons of one year-old *Rgs6^−/−^* mice (Fig. 5E).

### Reduced Pitx3-dependent gene expression in *Rgs6* ^−/−^ vSNc neurons

In order to define molecular correlates of Rgs6-dependent degeneration, we assessed Pitx3 expression that was previously shown to have a survival function in SNc [12]. Nuclear Pitx3 was greatly diminished in the dysmorphic mDA neurons while cytoplasmic Pitx3 staining increased, suggesting a shift in sub-cellular localization observed with two different polyclonal Pitx3 antibodies in different cells of the same sections (Fig. 7A). We assessed protein levels of some Pitx3 target genes by immunohistochemistry: these include Bdnf, Aldh1a1 (Adh2), TH, Drd2, DAT, Vmat2 and Fgf10 [19], [23], [40]. The expression of Vmat2 and Bdnf is decreased in TH^low^ neurons (Fig. 7B, C). Expression of Aldh1a1 (Adh2) is also decreased in degenerating vSNc mDA neurons (Fig. 7D): this decrease may in part account for the low TH expression [19]. Our profiling data suggested that *Fgf10* expression is repressed by Pitx3 in VTA and indeed, we found de-repression of Fgf10 expression only in TH^low^ degenerating mDA neurons (Fig. 7D). 

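Fgf10, which encodes a secreted fibroblast growth factor, had a log2 signal of 6.51 ± 0.25 (SD, n = 2) in VTA WT and 8.18 ± 0.0046 in VTA KO. In SNc it stood at 6.29 ± 0.18 in WT and 8.26 ± 0.17 in KO. It rose by 1.97 on the log2 scale in SNc KO relative to SNc WT (standard error 0.17, adjusted p = 0.0221 from limma), a 3.92-fold difference. The log2 fold change of 1.67 in VTA KO against VTA WT, 3.18-fold, had an unadjusted p of 3.6e-05 and did not pass after adjustment (adjusted p = 0.0656 from limma).

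Both VTA KO arrays, at 8.18 and 8.18, lay above both VTA WT arrays, at 6.68 and 6.34. The knockout effects on Fgf10 in SNc and in VTA differed by 0.30 (adjusted p = 0.706 from limma), and Fgf10 had a log2 fold change of -0.22 in SNc WT against VTA WT (-0.048 without VTA WT replicate 1 and -0.395 without VTA WT replicate 2). Among the other Pitx3 targets that the study names, Bdnf had log2 fold changes of -0.10 in SNc KO and -0.18 in VTA KO (adjusted p = 0.907 and 0.672 from limma; -0.034 without SNc WT replicate 1 and -0.172 without SNc WT replicate 2 in the first, -0.064 without VTA WT replicate 1 and -0.304 without VTA WT replicate 2 in the second), and Drd2 had one of -0.44 in VTA KO (adjusted p = 0.25). Of the 20 measured neurotrophic and growth factors and receptors, Fst rose in VTA KO and 0 fell, or 2 and 1 when adjusted over the list alone. The list did not pass limma's camera there (median -0.0119, mean 0.156, adjusted p = 0.132). With the LPE test in place of limma, Fgf10 was also called in VTA KO (adjusted p = 0.00675), and its call in SNc KO ended with the arrays of the 2 SNc groups alone (adjusted p = 0.114), with the replicate number in the model (adjusted p = 0.0643) and without any array of VTA WT, SNc WT or SNc KO (adjusted p between 0.073 and 0.235).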

At post-natal day 6 (not shown), we did not observe any change in expression of these genes consistent with a late onset phenotype.

**Figure 7:**
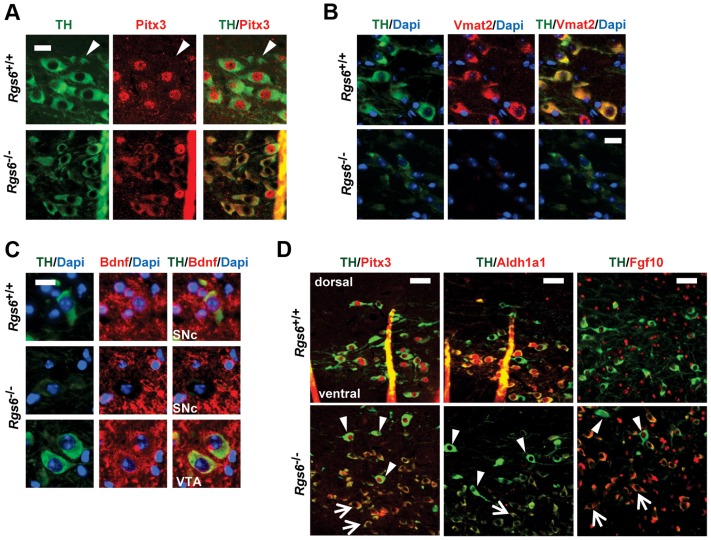
Reduced expression of Pitx3 and its target genes in degenerating neurons. (A) Double immunofluorescence staining against TH (green) and Pitx3 (red) in SNc of control and 1 y-old *Rgs6* ^−/−^ mice that display dysmorphic mDA neurons. Arrowheads indicate Pitx3-negative neurons of dSNc. Scale bar 20 µm. (B) Co-immunofluorescence staining against TH (green), nuclear Dapi (blue) and Vmat2 (red) in SNc of *WT* and *Rgs6* ^−/−^ mice. Scale bar 20 µm. (C) Co-immunofluorescence staining against TH (green), nuclear Dapi (blue) and Bdnf (red) in SNc and VTA of *WT* and *Rgs6* ^−/−^ mice. Scale bar 20 µm. (D) Double immunofluorescence staining against TH (green) and Pitx3, Aldh1a1, Fgf10 (red) in control and 1 y-old *Rgs6* ^−/−^ mice that display dysmorphic mDA neurons. Arrowheads indicate unaffected dSNc neurons and arrows point to affected vSNc neurons. Scale bar 100 µm.

### Markers of dopaminergic signalling in *Rgs6* ^−/−^ midbrains

The regulatory action of Rgs6 was associated with various GPCRs, in particular the dopamine receptor D2 (Drd2) [25]. Ventral SNc mDA neurons are subject to regulatory negative feedback mediated by Drd2 autoreceptors. Expression of Drd2 itself is not affected in vSNc mDA neurons of *Rgs6* ^−/−^ mice (Fig. 8A) despite its dependence on Pitx3 [19]. Dopamine signalling in these neurons leads to activation of Erk1/2 [41] and accordingly, we observed significant phospho-Erk1/2 only in TH^low^ neurons of *Rgs6^−^* ^/−^ vSNc (Fig. 8B). In addition, enhanced DA signalling downstream of Drd2 [42] would be expected to increase expression of the dopamine transporter DAT (SLC6A3) which is otherwise dependent on Pitx3. It was indeed observed that activated glycosyl-DAT is high in TH^low^ neurons of *Rgs6* ^−/−^ vSNC (Fig. 8C). Thus, high DAT would presumably increase intracellular DA levels in these neurons by promoting DA uptake [43]. Cytoplasmic DA would be further enhanced by the decrease of Pitx3-dependent [43] Vmat2 (Fig. 7B) which is responsible for sequestration of DA into vesicles. Thus, the combined elevation of DAT with decreased Vmat2 is very likely to maintain high levels of free DA that may be toxic [44] and contribute to the degenerative process and cell death [45]. Increased DA signalling thus constitutes a putative mechanism to explain the late-onset neurodegeneration observed in *Rgs6* ^−/−^ vSNc mDA neurons (Fig. 9A).

**Figure 8:**
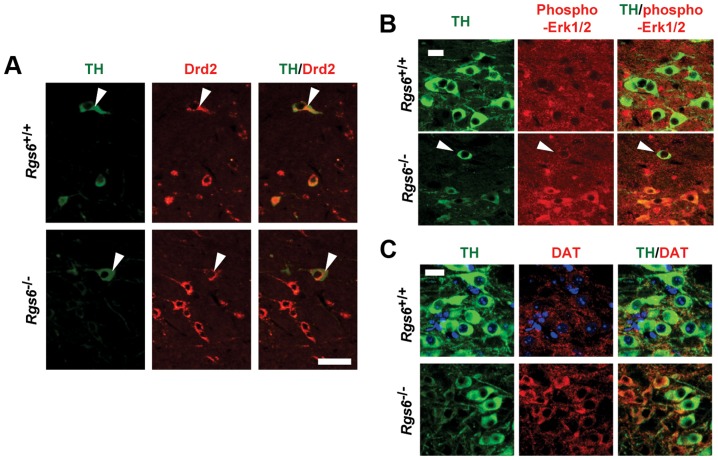
Drd2-related changes of gene expression in degenerating neurons of vSNc. (A) Immunohistofluorescence staining for TH and Drd2 in coronal sections of 1 y-old Rgs6^−/−^ mice and WT controls. mDA neurons of vSNc express higher levels of glycosylated dopamine receptor D2 (Drd2) than those of dSNc (arrowheads). Scale bar 50 µm. (B) Phospho-Erk1/2 (red) staining is only present in degenerating vSNc TH^low^ (green) neurons of *Rgs6^−/−^* mice and not in *WT* controls. Scale bar 20 µm. Arrowheads indicate unaffected neurons. (C) DAT (red) staining is stronger in degenerating vSNc TH^low^ (green) neurons of *Rgs6^−/−^* mice than in *WT* controls. Scale bar 20 µm.

**Figure 9:**
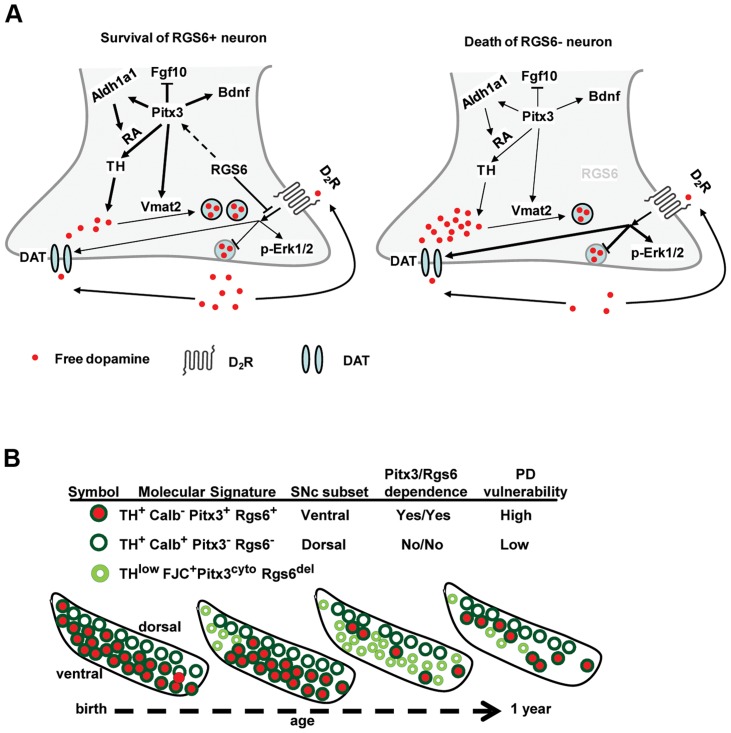
*Rgs6−/−* mice as a model for Parkinsonian neurodegeneration. (A) Rgs6-dependent signaling pathways in vSNc mDA neurons control Pitx3 expression, which itself controls expression of Aldh1a1, TH, Fgf10, Vmat2 and Bdnf. Together, Rgs6 and Pitx3 define a survival pathway in these neurons. The dopamine receptor Drd2 may be a target of Rgs6 action and consistent with this hypothesis, expression of the dopamine transporter DAT is up-regulated in *Rgs6^−/−^* vSNc. (B) Schematic representation of major subsets of SNc mDA neurons present at different ages in midbrains of *Rgs6* ^−/−^ mice showing progressive degeneration (small pale green) followed by loss of vSNc mDA neurons.

The two *Rgs6^−/−^* phenotypes appear to reveal incremental penetrance of similar defects: in this case, it would be expected that the contralateral midbrain of affected mice will be affected at some point. We thus further scrutinized the affected *Rgs6^−/−^* midbrains with the clear unilateral deficits described above and found two that exhibited on the contralateral side, small clusters of mDA neurons of relatively normal appearance but that are TH^low^, have cytoplasmic Pitx3, high glycosylated DAT and enhanced phospho-Erk1/2 expression (Figure S4). Such cells were not observed in control midbrains. These data suggest that elevation of DA signalling subsequent to the loss of Rgs6 is closely associated with translocation of Pitx3 to the cytoplasm.

In summary, the loss of *Rgs6* is associated with three phenotypes each individually associated with mDA neuron degeneration, cell loss and Parkison's disease namely, 1) the loss of Pitx3 expression and of its target genes, 2) the loss of DJ-1 and finally 3) excessive dopaminergic tone.

## Discussion

A few gene expression profiling studies have compared gene expression in SNc versus VTA [46]–[48]. These studies identified large numbers of SN or VTA restricted genes but did not include criteria to relate these specificities to function. Our reliance on *Pitx3* gene dependence to identify genes with preferential expression in Pitx3-independent dSNC versus Pitx3-dependent vSNc neurons allowed the prioritization of candidate genes based on the pro-survival *Pitx3* gene. This approach also allowed definition of the unique expression profiles for dorsal compared to ventral SNc mDA neurons. 

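Among the genes called in SNc KO against SNc WT are growth factors, cadherins and receptors, while most of the lists that hold them did not pass as lists or lost their call with an estimated correlation. Of 20 measured neurotrophic and growth factors and receptors, 2 rose (Fst and Fgf10) and 0 fell at an adjusted p under 0.05 from limma, or 3 and 4 when adjusted over the list alone (adjusted p = 0.177 for the list from limma's camera). Of 32 axon guidance and adhesion genes, Cdh7 rose by 1.25 on the log2 scale, and Cdh11, another cadherin, and Dcc, the netrin receptor, fell by 1.16 and 0.96 (adjusted p = 0.0397 and 0.0384 from limma). Of 24 pacemaking and calcium handling genes, Pvalb, the gene of the calcium-binding protein parvalbumin, fell by 1.23 (adjusted p = 0.0448 from limma), with 4 higher and 3 lower when adjusted over the list alone.

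The 4 glutamatergic neuron markers had a median of 0.85, with 0 passing limma's test over all probesets and 3 higher both at an unadjusted p under 0.05 and when adjusted over the list alone. The list passed limma's camera (adjusted p = 1.02e-05, and adjusted p = 0.163 with an estimated correlation). Slc17a6, the vesicular glutamate transporter of midbrain neurons, had a log2 fold change of 1.08 (adjusted p = 0.0811 from limma). Of 18 genes of dopamine synthesis, storage and signalling, 2 fell (Drd2 and Chrnb3) and 0 rose, or 5 and 0 when adjusted over the list alone, with a median of -0.23 (adjusted p = 3.52e-06 from limma's camera, and adjusted p = 0.357 with an estimated correlation), and -0.136 without SNc WT replicate 1. Chrna6, a nicotinic receptor subunit, had a log2 fold change of -1.83 (adjusted p = 0.0727 from limma). Of 16 transcription factors of midbrain dopaminergic neurons, Otx2 rose and Sox6 fell, or 1 and 4 when adjusted over the list alone, with a median of -0.21 (adjusted p = 0.000313, and adjusted p = 0.342 with an estimated correlation), and -0.128 without SNc KO replicate 1. Of 13 retinoic acid pathway genes, Aldh1a1 and Aldh1a7 fell, the list's median was 0.0537 and its mean -0.296, and it did not pass limma's camera (adjusted p = 0.275). Axon guidance genes and pacemaking genes did not pass as lists either (adjusted p = 0.797 and 0.699 from limma's camera). Of 24 Gi/o-coupled receptor and Girk channel genes, Grm8 rose and Drd2 fell (adjusted p = 0.307 for the list from limma's camera). Each single-gene call named here ended without SNc WT replicate 1, SNc WT replicate 2 or SNc KO replicate 2, each of which left 0 probesets called, and each but that of Fst without either VTA WT array or SNc KO replicate 1. Without either VTA KO array, the calls of Otx2, Chrnb3, Dcc and Pvalb ended and the others held. All ended with the arrays of the 2 groups alone, and all but that of Fst with the replicate number in the model. With no signal filter, those of Otx2, Chrnb3, Sox6, Drd2, Grm8, Cdh11, Dcc and Pvalb ended (adjusted p between 0.05005 and 0.0917 from limma). Cdh11 also lost its call after quantile normalization (adjusted p = 0.0773) and Drd2 after median subtraction (adjusted p = 0.0510). Pvalb lost its call with a variance trend (adjusted p = 0.0765).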

We focused on vSNc-enriched and Pitx3-dependent genes in order to identify candidates for role(s) in vSNc mDA neurons survival. The list of 10 *Pitx3*-activated and 6 *Pitx3*-repressed genes in this subset includes only one known gene encoding a regulator of a signaling pathway, Rgs6. Further, Rgs6 is the most dependent on *Pitx3* for expression in VTA. 

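In VTA KO cells, Rgs6 had a linear signal of 66 against 218 in VTA WT cells, a 3.31-fold lower level. Among the 9 named vSNc-enriched and Pitx3-activated genes of Table S1 it had the largest decrease, followed by Lmo3, CK137956 (-0.91) and Aldh1a7. Mpp6, a membrane scaffold protein gene, and Fam204a had log2 fold changes of -0.79 and -0.62. Among the vSNc-enriched genes called here at the thresholds of the study, the microRNA gene Mir181b-1 had a log2 fold change of -2.13 (adjusted p = 0.0656 from limma), at linear signals of 50.7 in VTA WT and 11.6 in VTA KO, below the signal minimum of 60.

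Rgs6 therefore stood at rank 2 by size of decrease in VTA KO among these genes and at rank 1 among those with a signal of at least 60 in VTA. The unadjusted p of Rgs6 in this comparison was 3.86e-05 from limma. After adjustment, Rgs6 did not pass limma's test in VTA KO with all 8 arrays. Its log2 fold change there was -1.91 without VTA KO replicate 2 and -1.54 without VTA KO replicate 1.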

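Lmo3, a LIM-only protein that acts as a transcriptional co-regulator, had a log2 signal of 10.53 ± 0.0048 (SD, n = 2) in SNc WT and 8.87 ± 0.30 in SNc KO. In VTA it stood at 9.58 ± 0.22 in WT and 8.63 ± 0.31 in KO. Its log2 fold change was -1.67 in SNc KO against SNc WT (adjusted p = 0.0727 from limma) and -0.95 in VTA KO against VTA WT (adjusted p = 0.245). In SNc WT against VTA WT it was 0.95 (standard error 0.21, adjusted p = 0.112 from limma). None of these passed limma's test over all probesets. With limma, Lmo3 did pass in SNc KO with the stricter signal minimum of 120 (adjusted p = 0.0495) and with array weights (adjusted p = 0.0267). It also passed with the LPE test (adjusted p = 3.61e-16), whose p-values may not be calibrated on these arrays. In SNc WT against VTA WT it was called by limma with array weights (adjusted p = 0.0432) and by the LPE test (adjusted p = 7.34e-08).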

The list also includes a transcriptional co-regulator Lmo3 that may contribute to Pitx3-dependent survival pathways but it's putative involvement in survival appeared less likely than Rgs6 to contribute to an age-dependent phenotype.

Thus, the present study focused on characterization of neuronal loss and on molecular features of degenerating vSNc neurons as a result of *Rgs6* inactivation. We observed late-onset degeneration of vSNc mDA neurons in *Rgs6* ^−/−^ midbrains (Fig. 9B). This phenotype is detected at about 6 months of age and becomes more important in 1y-old mice. At that age, clear mDA cell loss is observed in a subset of mice (Table S2). It is likely that the degenerating TH^low^ mDA phenotype (Fig. 5) and the mDA cell loss (Fig. 4) represent progressive steps of the same defects; accordingly, TH^low^ neurons are also observed in the vSNc of midbrains with cell loss.

This late-onset degeneration is similar to another mouse model of monogenic PD, the *DJ-1* (*Parkin 7*) mutant, that also initially exhibits unilateral defects [7]. Indeed, *DJ-1^−/−^* mice present unilateral loss of mDA cell bodies as early as 2 months after birth, with a transition to bilateral cell loss occurring at 1 year of age. Our study of *Rgs6* ^−/−^ mice showed unilateral cell loss, as evidence by decreased number of TH+ and NissL+ neurons (Fig. 4A–C, Table S2) at 12 months after birth, while evidence of TH^low^ degenerating neurons is readily apparent earlier at 6 months of age (Fig. 5A, Table S2). The comparison of phenotypes for *DJ-1* and *Rgs6* knockout mice indicates that: 1) they both have selective degeneration of SNc, but not VTA, mDA neurons, 2) they both have progressive degeneration and loss of mDA neurons, 3) degeneration begins unilaterally, 4) degeneration eventually becomes bilateral with earlier transition in *DJ-1^−/−^* than *Rgs6^−/−^* mice. A distinguishing feature of the *Rgs6^−/−^* model is the bias towards degeneration of Calb-negative vSNc mDA neurons compared to Calb-positive dSNc mDA neurons that remain largely unaffected (Fig. 5A, Figure S4), as is usually observed in PD.

The slow degeneration of TH^low^ vSNc neurons provided an opportunity to define the molecular features that accompany the dysmorphology. These neurons display increased expression of markers previously associated with pathological changes such as FluroJade C, LC3B and phospho-p27^Kip1^. Moreover, degenerating TH^low^ vSNc neurons show decreased DJ-1 and elevated Pink1 and Lrrk2 protein expression, suggesting a relationship between Rgs6 signaling and pathways implicated in PD pathology (Fig. 6). Future studies should address the relationships between DJ-1, Pink1 and Lrrk2 in degeneration pathways of *Rgs6^−/−^* mice in terms of their known roles in mitochondria dynamics, calcium, balance, redox state and cell signaling.

Collectively, the data show that Rgs6 signaling is necessary for maintenance of vSNc mDA neurons in the aging animal and that its downstream action may be mediated, at least in part, by Pitx3-dependent mechanisms (Fig. 9A). Indeed, the TH^low^ vSNc neurons exhibit low levels of Pitx3 and of its target gene products TH, Aldh1a1, Bdnf, Vmat2, together with enhanced expression of Pitx3-repressed Fgf10 (Fig. 7). The TH^low^ neurons also exhibit cytoplasmic Pitx3 staining suggesting that there may be regulation of nuclear-cytoplasmic localization: this effect could be mediated through phosphorylation of Pitx3 as it was suggested that phosphorylated Pitx1 has greater affinity for nuclear DNA binding than its de-phosphorylated form [49]. One of the documented Pitx3-activated factors, Bdnf, is an important mediator of the neuroprotective action of Pitx3 during development and could contribute to trophic impairment in adult degenerating neurons. The degenerating neurons also exhibit a loss of determinants of postmitotic dopaminergic identity (TH, Aldh1a1, Vmat2) and this likely affects their neuronal activity. Aberrant neuronal activity is a hallmark [45] of the pre-symptomatic stage of PD and this likely transitions to major cellular disruptions (proteosome dysfunction, mitochondrial integrity, calcium permeability…) associated with degeneration and cell death.

What could be the target of Rgs6 action? One likely possibility is the dopamine receptor D2 (Drd2). Indeed, Rgs6 is a negative modulator of GPCR activity, including the dopamine Drd2 receptor [25]. Drd2 expression itself was not affected in degenerating *Rgs6* ^−/−^ mDA neurons (Fig. 8A). However, the vSNc TH^low^ neurons showed evidence of increased DA signaling, namely accumulation of phospho-Erk1/2 (Fig. 8B) and enhanced glycosylated dopamine transporter (Slc6a3/DAT) expression in the mutant (Fig. 8C), consistent with a putative loss of negative Rgs6 input on dopamine signaling [50]. Since the *Pitx3^−/−^* midbrain exhibits decreased DAT and Drd2 [19], the observed increase in DAT together with phospho-Erk1/2 are consistent with a primary action of Rgs6 inactivation on DA signaling. Rgs6 may thus contribute to the auto-regulatory negative feedback of the dopaminergic system and its absence may lead to dopamine-dependent oxidative stress and neuronal loss [2], [50]. The enhanced phospho-p27^Kip1^ and FluoroJade staining support the interpretation that these cells are under stress.

Alternatively, Rgs6 may have GPCR-independent actions: those could involve the GDNF pathway that is essential for catecholaminergic neuron survival [24] or involve direct action on apoptotic pathways [39].

An important aspect of the expression changes discussed above is that they only occur in TH^low^ dysmorphic neurons that normally express Rgs6 and not in other mDA neurons of VTA and dSNc that are negative for Rgs6 (Fig. 3). Therefore, the concordance between Rgs6 midbrain expression and observed cell degeneration patterns suggests that the changes are cell-autonomous and directly related to Rgs6-dependent signaling operating in Rgs6+Pitx3+ vSNc neurons. We cannot however rule out the contribution of other brain systems affected by Rgs6 deficiency.

Collectively, the data show that Rgs6 signaling is necessary for maintenance of vSNc mDA neurons in the aging animal and that its downstream action may be mediated, at least in part, by Pitx3-dependent mechanisms (Fig. 9). The present work identified a critical signalling pathway that controls survival of the mDA neuron subset that preferentially degenerates in PD. Further dissection of this pathway may lead to therapeutically useful insights on the unique properties of this group of mDA neurons.

## Materials and Methods

### Ethics statement

All experimental procedures with laboratory animals were approved by the IRCM Animal Protection Committee and followed guidelines and regulations of the Canadian Council of Animal Care.

### Animal models

All mice were maintained as heterozygous carriers in the C57Bl/6J background and maintained on a 12 h light-dark cycle with food and water ad libitum. *Rgs6*-null [26] and *TH-EGFP* [51] mice were described previously. *Pitx3*-null mice were generated in this laboratory [52].

### Dissections and flow cytometry

Ventral midbrain dissections were performed on *WT* and *Pitx3* ^−/−^ newborn mice (P1–P4) crossed onto *TH-EGFP* heterozygous background. Mouse brains were quickly washed in ice-cold PBS and then placed into cold Hibernate-A/1%B27 solution (Gibco) to dissect EGFP+ ventral midbrain (vMB) tissue under the fluorescence stereoscope (Leica DFC300 FX). Tissue blocks of vMB were then further microdissected so as to separate SNc (lateral) from VTA (medial). VTA and SNc tissue blocks were digested using the papain dissociation kit (Worthington). Dissociated cells were then resuspended in warm Hibernate-A/1%B27 solution containing propidium iodide (PI, 1 µg/ml), passed through 100 µm mesh and sorted by flow cytometry using the MOFLO™ instrument (Beckman Coulter). PI−/EGFP+ live sorted cells were deposited in 30 µl of RNAlater solution (Ambion) (max. of 3000 cells per 30 µl of RNAlater) to preserve RNA integrity.

### RNA extraction, quantitative real-time PCR (qRT-PCR) and microarray analyses

Sorted EGFP^+^ cells in RNAlater were processed in batches of approximately 5000 cells for purification of total RNA using RNeasy Micro kit (Qiagen). Briefly, 350 µl of RLT lysis buffer was added per 30 µl RNAlater-suspended cells. After vortexing for 1 min, 1 volume of 70% ethanol was added and the content loaded into single pre-equilibrated RNeasy MinElute column. This was done in duplicate for each of the four different preparations of EGFP^+^ cells (Pitx3^+/+^ SNc, Pitx3^+/+^ VTA, Pitx3^−/−^ SNc, Pitx3^−/−^ VTA). Column-bound RNA was washed as recommended and eluted with 14 µl of RNAse-free water. Quality of total RNA was verified with the Agilent RNA 6000 Nano kit adapted for Agilent 2100 Bioanalyzer.

For RT-qPCR, first-strand cDNA was synthesized using Superscript III RT enzyme and accompanying kit (Invitrogen). Primers for PCR amplification are displayed in Table S3. qPCR was performed using Perfecta reagents (Quanta) on a MX-3005 device (Stratagene), and results were analyzed using the accompanying software. All quantifications were relative to Gapdh mRNA.

For microarray hybridization, total RNA with minimal degradation was used. Prior to hybridization onto Affymetrix Gene1.0ST expression arrays, which was done at the Genome Quebec/McGill Innovation Centre, total RNA was linearly amplified using WT-Ovation Pico RNA Amplification kit (NuGen). Gene expression summary values were computed by RMA Express (Bolstad et al, 2003) and raw data was normalized with the LPE algorithm embedded in the FlexArray suite of programs (Genome Quebec). Differentially expressed genes were chosen on the basis of their p-value≥0.05, fold-enrichment ≥1.5 and raw array signal ≥60. Hierarchical clustering and heat map display was done using Genesis (Institute for Genomics and Bioinformatics, Austria)

### Immunohistochemistry

Mice were anesthetized and perfused intra-cardially with fresh 4% paraformaldehyde/PBS buffer. Brains were collected and post-fixed for 24 h at 4°C. After inclusion in paraffin, brains were cut in 5–6 µm coronal sections using microtome and mounted on Superfrost Plus (Fisher Scientific) slides. Immunonohistochemistry was performed after paraffin removal and hydration through xylene and graded alcohol series. Antigen retrieval was performed in 10 mM sodium citrate (pH 8.5) at 80°C water bath for 30 min. Sections in citrate solution were left to cool to room-temperature (RT) after which a step of endogenous biotin block was performed (Streptavidin/biotin kit, Vector Labs). Blocking with 5% normal serum for 1 h at RT preceded primary antibody incubation (overnight at 4°C). Primary antibodies used were against Pitx3 (rabbit home-made, 1∶400), Rgs6 (rabbit home-made 1∶25), Th (Millipore MAB318, 1∶1000), Th (Millipore AB152, 1∶500), Calb1 (R&D Systems AF3320, 1∶40), Fgf10 (Millipore ABN44, 1∶1000), Slc6a3 (Santa Cruz sc-32258, 1∶250), Drd2 (Santa Cruz sc5303, 1∶100), Aldh1a1 (Abcam ab24343, 1∶400), BDNF (Abcam ab108319, 1∶25), phospho-p27 (Abcam ab32096, 1∶50), phospho-Erk1/2 (Cell Signaling 4376, 1∶25), DJ-1 (Abcam ab18257, 1∶500) Lrrk2 (Epitomics 3514-1, 1∶50), Pink1 (Novus Biologicals BC100-494, 1∶50), LC3B (Cell Signaling 3868, 1∶50), and Vmat2 (Millipore AB1598P, 1∶200). Secondary antibodies were either biotinylated (Vector Labs, 1∶250) or directly coupled to fluorochromes such as AlexaFluor 488/546 (Invitrogen, 1∶250). For ABC method of amplification, AlexaFluor350/480/546- or HRP-conjugated (PerkinElmer NEL750, 1∶1000) streptavidin compounds were used. For immunoperoxidase staining, 1% hydrogen peroxide treatment was done just after antigen retrieval step. Mounting of sections was in Mowiol (Sigma) (fluorescence) or in Permount (Fisher Scientific) (DAB chromogen reaction). Immunofluorescence sections were observed on Leica DM6000B light microscope and Carl Zeiss LSM700 confocal microscope.

### Fluoro-Jade (FJC) and Nissl staining

FJC (Molecular Probes, 0.01% stock in water) staining was performed just after the immunohistochemical procedure [33], [34]. Briefly, sections were washed in water, dipped for 5 min in 0.06% of potassium permanganate, rinsed again in water and placed in 0.0001% FJC/0.1% acetic/0.0001% DAPI solution for 10 min. Finally, slides were rinsed in water and mounted in 0.1% acetic acid/80% glycerol (v/v). The Fluorescein/FITC filter system was used to visualize FJC. Nissl staining was performed on deparaffinized sections by immersion into warm 0.1% cresyl violet solution for 10 min, rinsing three times in distilled water and differentiating in 95% ethanol. Slides were then dehydrated in 100% alcohol, cleared in xylene and mounted with Permount.

### Cell counts and statistics

Cell counts were performed using ImageJ (National Institutes of Health). For cell counts of degenerating neurons, TH-stained or TH/FJC/Dapi-stained coronal sections were loaded on ImageJ; the sections spanned regular intervals (30 or 100 µm) across rostro-caudal extent of midbrain of *WT* (n = 2) and 1-yo *Rgs6* ^−/−^ mice (n = 2). For each section, total numbers of TH+, TH+/FJC+ and TH−/FJC+ cells were separately counted for SNc and VTA in both hemispheres. The percentage of TH^+^ degenerating neurons for each anatomical region reflects the ratio between the total number of TH+/FJC+ events and the total number of TH+ events for all rostro-caudal series. Values are reported as means +/−S.D. Statistical significance was calculated using Student T-test.

## Supporting Information

Figure S1 Immunoperoxidase staining for TH on coronal sections of 1 y-old WT and *Rgs6^−/−^* midbrains across the rostrocaudal extent (Bregma reference values shown on left) of the midbrain. Scale bar 100 µm.
(TIF) Click here for additional data file.

Figure S2 Immunoperoxidase staining for TH on coronal sections of 1 y-old WT (A–D) and *Rgs6^−/−^* (E–J) midbrains at comparable rostrocaudal levels (Bregma −3.16 mm). TH+ neurons in SNc and VTA are shown in magnification to emphasize differences and similarities in the appearance of mDA neurons, including their size, morphology and fiber networks between genotypes. Scale bar 200 µm.
(TIF) Click here for additional data file.

Figure S3 Normal dorsal SNc Calb1+ mDA neurons in aging *Rgs6* ^−/−^ mice. Immunohisto-fluorescence staining for TH (green) and Calb1 (red) in coronal sections of 1 y-old *Rgs6* ^−/−^ and *WT* midbrains. mDA neurons of vSNc do not express Calb1 unlike those of dSNc. In *Rgs6* ^−/−^ mice, Calb1− vSNc mDA neurons are dysmorphic (TH^low^), but Calb+ dSNc neurons appear normal (TH^high^). Scale bar 50 µm.
(TIF) Click here for additional data file.

Figure S4 Clusters of abnormal mDA vSNc neurons on contralateral side of *Rgs6^−/−^* midbrains that have vSNc deficits on the other side. Double immunofluorescence staining for TH (green) and (*A*) DAT (red), (*B*) phospho-Erk1/2 (red) and (*C*) Pitx3 (red) on coronal sections of 1 y-old *Rgs6^−/−^* mice showing mDA clusters of abnormal cells, ie with increased DAT (A), phospho-Erk1/2 (B) and cytoplasmic Pitx3 (C). Arrowheads indicate unaffected neurons and arrows point to affected vSNc neurons. Scale bar 20 µm.
(TIF) Click here for additional data file.

Table S1 Lists of mDA subset-specific probesets (genes) corresponding to the clusters presented in Figure 2. The expression ratios are shown in base 2 log for each probeset.
(XLSX) Click here for additional data file.

Table S2 Summary of midbrain dopaminergic defects in *Rgs6* ^−/−^ and *Pitx3* ^−/−^ mice. *WT*, *Rgs6* ^−/−^ and *Pitx3* ^−/−^ mice of different ages (in days) were examined for defects in mDA neurons of SNc and VTA. Plus signs represent the numbers of mDA neurons and the estimated degree to which they are affected. Last column indicates the ratio of mice that displayed a phenotype compared to total.
(DOC) Click here for additional data file.

Table S3 Primers used for qRT-PCR.
(DOC) Click here for additional data file.

# Supplementary material for: Rgs6 is Required for Adult Maintenance of Dopaminergic Neurons in the Ventral Substantia Nigra
**Source:** PLoS Genet. 2014 Dec 11;10(12):e1004863. doi: 10.1371/journal.pgen.1004863
**Supplement:** Table S2 — Summary of midbrain dopaminergic defects in Rgs6 −/− and Pitx3 −/− mice. WT, Rgs6 −/− and Pitx3 −/− mice of different ages (in days) were examined for defects in mDA neurons of SNc and VTA. Plus signs represent the numbers of mDA neurons and the estimated degree to which they are affected. Last column indicates the ratio of mice that displayed a phenotype compared to total.

**Table S2**

| **Genotype** | **Age (days)** | **TH signal** **(VTA)** | **TH signal (SNc)** | **Number of mice** |
| --- | --- | --- | --- | --- |
| ***WT*** | 0, 180, 365 | ++++ | ++++ | 32/32 |
| ***Rgs6*-/-** | 6 | ++++ | ++++ | 4/4 |
| ***Rgs6*-/-** | 180 | ++++ | +++ | 2/5  (partial degeneration) |
| ***Rgs6*-/-** | 365 | ++++ | ++ | 2/7 (cell loss)  3/7 (degeneration) |
| ***Pitx3*-/-** | 6 | ++++ | + | 4/4 |
| ***Pitx3*-/-** | 150 | ++ | + | 4/4 |
| ***Pitx3*-/-** | 365 | ++ | + | 4/4 |

# Supplementary material for: Rgs6 is Required for Adult Maintenance of Dopaminergic Neurons in the Ventral Substantia Nigra
**Source:** PLoS Genet. 2014 Dec 11;10(12):e1004863. doi: 10.1371/journal.pgen.1004863
**Supplement:** Table S3 — Primers used for qRT-PCR.

| **Gene** | **Primer Sequence (sens)** | **Primer Sequence (antisens)** |
| --- | --- | --- |
| **Aldh1a1** | TGTCATCTGCTCTGCAGGCTGG | TTGAATCCACCGAAGGGGCA |
| **Calb1** | TGACGGAAAGCTGGAACTGACAGA | CACAGATCTTTCAGCAAAGCATCCAGC |
| **Gapdh** | TGCAGTGGCAAAGTGGAGAT | ACTGTGCCGTTGAATTTGCC |
| **Kcnj6/Girk2** | AGATTGTGGTCATCCTGGAGGGAA | TTCCAGCGTTAGGACAGGTGTGAA |
| **Otx2** | ATGAGGGAAGAGGTGGCACTGAAA | TGTTCTGACCTCCATTCTGCTGCT |
| **Rgs6** | AATCTCAGGTTCTGGCTGTCTGTC | TTGCCAGATTTCCTCCACCCTCTT |
| **Slc6a3/DAT** | GGCCTATGCCATCACACCTGAG | TGTCCCCGCTGTTGTGAGATG |

**Table S3**

How the deposited data were processed for this re-analysis (not part of the article)

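Gene expression was measured in midbrain dopaminergic neurons of newborn wild-type and Pitx3−/− pups carrying TH-EGFP, aged P1 to P4. Live EGFP+ cells were sorted from SNc and VTA, and RNA was purified in duplicate for each of the 4 preparations, amplified and hybridized to Affymetrix Mouse Gene 1.0 ST arrays. The 8 arrays form the groups SNc WT, SNc KO, VTA WT and VTA KO with 2 arrays each. By the series record, stored batches of sorted cells were pooled for each sample. No source used here says whether the 2 pools of a group came from separate animals.

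The values used are log2 expression values as deposited by the authors, who summarised and normalized the probes of the arrays with RMA (RMA Express by the methods). They are not centred per gene. The version of RMA Express and the genome build are not given in the sources used here, and no genome coordinates are reported. The methods also name the local pooled error (LPE) algorithm of FlexArray. They print the p threshold as at least 0.05, while the text and the figure use at most 0.05, and the second was used. The table holds 35512 probesets, of which 21789 carry 1 gene symbol, 1621 several and 12102 none. Symbols come from the platform annotation and were checked through the gene ID against a gene table of GRCm38.p6, in which 19856 gene IDs were found and by which 0 symbols changed.

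Array medians and the share of probesets over a linear signal of 60 were computed for each array. The precision of each group is that of 2 arrays: the standard deviation between arrays was 0.242 in SNc WT, 0.252 in SNc KO, 0.241 in VTA WT and 0.376 in VTA KO on the log2 scale. Pitx3 was read in every array. Its probeset is not lower in the arrays labelled KO, and the part of the gene that is deleted and the part that is probed are not given in the sources used here, so the labels were neither changed nor checked by it.

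Differences were tested with limma 3.58.1 in R 4.3.3, with 1 mean per group, all 8 arrays in 1 model (4 residual and 2.4 prior degrees of freedom) and empirical Bayes moderation. The 22112 probesets with a group mean of at least 60 on the linear scale in at least 1 group were tested, and 14666 of them carry 1 symbol (13264 genes). The comparisons were SNc WT against VTA WT, SNc KO against SNc WT, VTA KO against VTA WT, SNc KO against VTA KO, which the study does not make, and the difference between the knockout effects in SNc and VTA. Probesets were called at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. At the thresholds of the study, a gene was called at an unadjusted p of at most 0.05, a fold of at least 1.5 and a signal of at least 60 in at least 1 of the 2 groups compared, with limma's p. Clusters were assigned from the directions of the 3 comparisons, by rules read from the signs in Table S1. The LPE test was run in an implementation written from its published description, with 100 intensity bins and a variance factor of 1.57. In VTA KO against VTA WT it gave 1013 probesets at an unadjusted p under 0.05, fewer than the 1105.6 expected by chance. Yet 165 passed adjustment there. Its p-values may therefore not be calibrated, and its calls are not independent support for a gene. The calling was tested on simulated data with 200 changed probesets. Genes shared by comparisons that use the same arrays were set against 100 simulations of unchanged groups and against independent lists.

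The lists of genes, 30 in number, were written before the data were examined, but after Table S1 and Fig. 2 of the paper had been read, and several hold genes seen there, so that tests of those lists are not independent evidence. They cover dopamine synthesis, storage and signalling, transcription factors of midbrain dopaminergic neurons, Pitx3 targets named by the study, SNc and ventral SNc markers, VTA and dorsal SNc markers, R7 RGS proteins and their partners, other RGS proteins, Gi/o-coupled receptors and Girk channels, the retinoic acid pathway, neurotrophic and growth factors, familial Parkinson disease genes, pacemaking and calcium handling, axon guidance and adhesion, oxidative phosphorylation, apoptosis and p53 response, immediate early and stress genes, sex-linked genes, and markers of ependymal, pericyte, endothelial, oligodendrocyte, astrocyte, microglial, red blood, GABAergic, glutamatergic, serotonergic, noradrenergic, dividing and general neuronal cells. Lists with enough measured members were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation, with the probeset of highest mean for each gene. Their p-values were adjusted over the 81 tests of the 3 comparisons of the study together. At the preset correlation 29 tests passed, and 1 of them passed with the estimated correlation (SNc and ventral SNc markers in SNc KO against SNc WT).

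Genes named in the text were chosen by a rule: for each comparison of the study, the 10 largest rises and the 10 largest falls among probesets with 1 symbol at an adjusted p under 0.05 whose groups do not overlap, filled by size at an unadjusted p under 0.05 where fewer pass; every gene that the text names for the arrays and the Pitx3-regulated genes of the vSNc-enriched sheet; and up to 4 called members of each list with the members that the study names. For VTA KO against VTA WT, all 10 falls and 9 of the 10 rises were filled in this way. For a gene with several probesets, the one of highest mean was taken unless Table S1 lists another or the first part of the rule picked it. The values in Table S1 had been seen when the rule was written. The genes named for SNc KO against VTA KO are those called there, chosen after their values were seen.

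Alternatives were no signal filter, a signal of at least 120, the arrays of the compared groups alone, the replicate number in the model, quantile normalization, subtraction of each array's median, a variance trend, array weights, the LPE test, each array left out in turn, probesets in place of genes, the mean over a gene's probesets, and an unadjusted p under 0.01 for the difference between knockout effects. Calling on fold and signal alone, and leaving out both VTA KO arrays, were added after the data were seen. Probesets without a symbol or with several were tested but are not named as genes. The qRT-PCR, histology and Rgs6 mutant experiments are not analysed here.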

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

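The tests on ciliated cell genes in this part were chosen after the result was seen, apart from the one with a different VTA WT array in each comparison.

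SNc KO against VTA KO is a comparison that the paper does not report. In it limma called 33 probesets, 9 higher and 24 lower in SNc KO, with 3879 at an unadjusted p under 0.05. Nts, the neurotensin precursor gene, was higher in SNc KO by a log2 difference of 3.187 (standard error 0.22, adjusted p = 0.0402), and Gal, which encodes galanin, by 2.351 (standard error 0.20, adjusted p = 0.0402). Capsl, Mia and Dynlrb2, markers of ciliated cells, had differences of -2.678, -2.578 and -2.326 (adjusted p = 0.0402, 0.0445 and 0.0402 from limma). Nts had a log2 signal of 7.91 ± 0.082 (SD, n = 2) in SNc WT, 8.95 ± 0.24 in SNc KO, 7.11 ± 0.012 in VTA WT and 5.77 ± 0.44 in VTA KO, and Gal 7.65 ± 0.25, 8.73 ± 0.072, 6.96 ± 0.059 and 6.38 ± 0.37. The knockout effects in SNc and VTA differed by 2.38 for Nts and 1.66 for Gal, which did not pass (adjusted p = 0.145 and 0.261 from limma). In VTA KO, Nts lay below the linear signal minimum of 60, so the sizes of its differences of 3.187 and 2.38 are uncertain. Without VTA KO replicate 2, limma called 1390 probesets, and without any other single array (each of VTA WT, SNc WT and SNc KO, and VTA KO replicate 1) it called 0, with 2272 to 3393 at an unadjusted p under 0.05.

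By the paper's estimate, SNc KO cells were all Pitx3-negative, while VTA KO cells held 50% Pitx3del cells. A difference between the knockout effects in SNc and VTA can therefore come from cell loss alone. It does not show regulation by Pitx3 that is specific to a region. Knockout effects in SNc and VTA also differed for 12 gene lists by limma's camera at the preset correlation. With an estimated correlation none of the 12 passed, with adjusted p from 0.14 to 0.389, and no single probeset passed (0 from limma, 2186 at an unadjusted p under 0.05; 15 without VTA KO replicate 1). The median of the SNc effect minus the VTA effect was -0.4975 for SNc and ventral SNc markers (adjusted p = 3.11e-07 from limma's camera, and adjusted p = 0.14 with an estimated correlation) and 0.7166 for VTA and dorsal SNc markers (1.09e-07 and 0.191). It was -0.2492 for dopamine synthesis, storage and signalling (0.00101 and 0.389), -0.04699 for transcription factors of midbrain dopaminergic neurons (0.0293 and 0.389), 0.7902 for glutamatergic markers (0.000234 and 0.191) and -0.05466 for general neuron markers (0.0262 and 0.389). For other cell types it was 0.9024 for ependymal markers (9.36e-08 and 0.389), 1.413 for pericyte markers (1.27e-05 and 0.389), 0.601 for oligodendrocyte markers (0.000243 and 0.194), 0.6348 for astrocyte markers (0.000163 and 0.389), -0.4482 for microglial markers (0.000125 and 0.191) and 0.5919 for dividing cells (0.00264 and 0.389).

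Ciliated cell genes had lower values in SNc WT and in VTA KO than in VTA WT. In SNc WT, 7 of 22 passed limma's test and the median was -2.08 (adjusted p = 8.13e-23 from limma's camera, and adjusted p = 0.329 with an estimated correlation), and in VTA KO 0 of 22 passed, with 13 lower at an unadjusted p under 0.05 (adjusted p = 1.32e-13 from limma's camera, and adjusted p = 0.357 with an estimated correlation). SNc KO was not compared with VTA WT. Chance differences of single VTA WT arrays, which both comparisons share, are argued against. With a different VTA WT array in each comparison, the medians of the listed genes lay at or below -0.718 in each. Chance differences in sorted cells common to both VTA WT arrays would pass this test too and stay open. The size of the difference in VTA KO against VTA WT rests on both VTA KO arrays, with a median of -1.04 for the list that was -0.432 without VTA KO replicate 2 and -1.29 without VTA KO replicate 1.

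One explanation is fewer dopaminergic neurons with more of every other cell type in VTA WT than in SNc WT. As the whole cause of the difference between these groups, it is argued against by the measured microglial markers only. These are 6 of the 14 listed, those that reached a signal of 60 in at least 1 group. That filter can favour markers that were high in SNc WT, so the values below are partly selected. The 6 microglial markers had a median of 0.508 there (95% bootstrap bounds 0.176 to 1.03; 5 of 6 higher in SNc WT, none under a signal of 60 there), 2.589 above that of the ciliated markers, and their mean was 6.74 and 6.86 on the SNc WT arrays against 6.13 and 6.33 on the VTA WT arrays. Of the 6, 1 passed limma's test, and the list had adjusted p = 0.00171 from limma's camera, and adjusted p = 0.329 with an estimated correlation. Markers of other types went with the explanation there: medians were -0.828 for astrocytes (10 of 11 lower), -0.698 for pericytes (12 of 12), -0.458 for oligodendrocytes (7 of 9), -0.391 for endothelium (6 of 6) and -0.501 for dividing cells (8 of 8), with 0 of these passing limma's test. A larger share of several of these types in VTA WT therefore stays open, as does a change in microglia themselves.

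Several explanations stay open. VTA WT sorts may have held ciliated ependymal cells: 44 of 51 cilium genes outside the list were lower in VTA KO, with a median of -0.3448 (95% bootstrap bounds -0.501 to -0.251), which was -0.268 without VTA KO replicate 2 and -0.548 without VTA KO replicate 1, and Mia stood at 9.95 ± 0.027 (SD, n = 2) in VTA WT, although a sort on EGFP should remove such cells. For VTA KO, fewer dopaminergic neurons with more of every other cell type in VTA WT cannot be told apart from this: 19 microglial, endothelial and GABAergic markers had a median of -0.0511, 0.9883 above that of the ciliated markers (-0.175 without VTA KO replicate 1 and 0.0395 without VTA KO replicate 2, where the ciliated median was -1.29 and -0.432), but they were chosen after the result was seen and stood near background in VTA WT (median signal 72.8), while astrocyte, pericyte, oligodendrocyte and dividing cell markers had medians of -0.58 (10 of 11 lower), -0.536 (10 of 12), -0.301 (9 of 9) and -0.217 (7 of 8). Without VTA KO replicate 2 these were -0.252, 0.163, -0.199 and 0.0905, and without VTA KO replicate 1 they were -0.669, -1.07, -0.556 and -0.471. Dependence on Pitx3 in SNc neurons was not decided either, since the listed genes were already low in SNc WT (14 of 22 under a signal of 60), and their median of 0.01083 in SNc KO says nothing about it. A dependence on Pitx3 in VTA neurons stays open too and was not tested.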

How the results depend on the processing

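The setting without both VTA KO arrays was chosen after the data were seen, and the others were planned. Where 1 array of a group is left out, the other is assumed to vary like the other groups.

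For SNc WT against VTA WT, limma called 97 probesets, against 62 with no signal filter, 193 with the arrays of the 2 groups alone, 847 with array weights and 946 with the LPE test. Without both VTA KO arrays it called 496, among them all 97. With 1 array left out, the count lay between 0 (without VTA WT replicate 1, VTA WT replicate 2 or SNc WT replicate 2) and 436 (without VTA KO replicate 1), with 1 without SNc WT replicate 1, 8 and 12 without SNc KO replicates 1 and 2 and 428 without VTA KO replicate 2.

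For SNc KO against SNc WT the count was 33, against 14 with no signal filter, 53 at a signal of at least 120, 0 with the arrays of the 2 groups alone, 89 with array weights and 427 with the LPE test. It lay between 0 (without SNc WT replicate 1, SNc WT replicate 2 or SNc KO replicate 2) and 31 (without either VTA KO array), with 4 without SNc KO replicate 1 and 2 without either VTA WT array. For VTA KO against VTA WT it was 2, against 0 with no signal filter, with the arrays of the 2 groups alone, with a variance trend and with array weights, 1 at a signal of at least 120, 8 after quantile normalization, 10 after median subtraction and 165 with the LPE test. It was 0 without any array of VTA WT, SNc WT or SNc KO and 69 without either VTA KO array.

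For SNc KO against VTA KO it was 33, against 0 with no signal filter, with the arrays of the 2 groups alone and with array weights, and 258 with the LPE test. It was 1390 without VTA KO replicate 2 and 0 without any other array. For the difference between the knockout effects it was 0, against 555 at an unadjusted p under 0.01 and 15 without VTA KO replicate 1. The replicate numbers share only a number, since deviations of equally numbered arrays correlate at 0.00577 to 0.098 across probesets. With the replicate block, limma called 71, 3, 0, 0 and 0 probesets in the 5 comparisons.

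At the thresholds of the study, 1414 genes were called, against 2530 probesets when probesets were counted and 941 genes at a signal of at least 120. The same signal gave 70 dSNc-depleted, 256 VTA-enriched and 123 mDA-generic genes, where fewer genes are tested. Median subtraction gave 601 VTA-depleted genes against 284, and the LPE test 100 mDA-generic genes against 187. With 1 array left out, all genes lay between 1343 and 2114, vSNc-enriched between 58 (without VTA WT replicate 2) and 101 (without SNc WT replicate 2), vSNc-depleted between 54 and 105, and mDA-generic between 179 (without SNc KO replicate 2) and 821 (without VTA KO replicate 2). Of the 29 gene list tests that passed, 1 passed with an estimated correlation (SNc and ventral SNc markers, several of them named in the study from these arrays), 28 after quantile normalization and 29 with no signal filter. With 1 array left out the number was 26 to 31.

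Of 138 single-gene results, 129 kept their direction and their side of the threshold after median subtraction and 130 after quantile normalization. The number was 103 with the arrays of the 2 groups alone, 107 with the replicate block and 99 with the LPE test, which added 39 calls. Directions reversed for Th in SNc WT against VTA WT (-0.062 after quantile normalization, -0.10 to 0.18 without SNc WT replicate 1 or 2) and in SNc KO (-0.22 to 0.056 without SNc WT replicate 2 or 1), for Slc18a2 in SNc WT against VTA WT (0.069 after median subtraction, -0.16 to 0.087 without SNc WT replicate 1 or 2) and for Aldh1a1 there (-0.058 to 0.16 without VTA WT replicate 2 or 1, -0.00754 without SNc WT replicate 2). In VTA KO they reversed for Pitx3 (-0.10 to 0.16 without VTA WT replicate 2 or 1, -0.050 without VTA KO replicate 1), Kcnj6 (-0.47 to 0.0037 without VTA KO replicate 2 or 1) and Klhl32 (-1.27 to 0.011 without VTA KO replicate 1 or 2). None of these was called. Apart from the higher signal minimum and the smaller sets of arrays, the cause was not tested. Signal over background limits the genes that can be read: 55% to 58.9% of probesets exceeded 60 on each array.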

Differences from the paper's values

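Counts are at the study's thresholds of a p of at most 0.05, a fold of at least 1.5 and a signal of at least 60. They use limma's p unless said otherwise. The methods name the LPE algorithm for normalization and do not say which test gave the p-values. The paper's counts per cluster are genes in the copy of Table S1 used here, whose sheets hold 1805 genes, fewer than the total that the paper's text gives. Of its rows, 192 have no name in the probe table, and probesets without a name are not counted as genes here. Part of each gap may come from this difference in counting. In what follows, the alternatives set before the data were examined are named by whether they come within 1.5 times the paper's count. Calling on fold and signal alone was chosen after seeing the values. Of 2752 listed ratios it drops 27, against 608 dropped by limma and 601 by the LPE test.

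For vSNc-enriched genes the paper lists 100 and limma gave 63. Within range were no signal filter (78), the arrays of the 2 groups alone (71), median subtraction (91), array weights (71), the LPE test (75), and the arrays without SNc WT replicate 1 (84), SNc WT replicate 2 (101), either VTA KO array (71) or SNc KO replicate 1 (74). Outside were a signal of at least 120 (48), the replicate block (64), quantile normalization (64), a variance trend (64), and leaving out VTA WT replicate 1 (65), VTA WT replicate 2 (58) or SNc KO replicate 2 (60). Fold and signal alone, chosen after seeing the values and dropping 27 of the listed ratios, gave 86. For the Pitx3-repressed genes among them, the paper gives 6 and limma gave 3. Of the paper's 6, only 3 are named in the probe table, and the others cannot enter the counts made here. Within range were no signal filter (4), without SNc WT replicate 2 (6) and without either VTA KO array (5), and fold and signal alone (4), chosen after seeing the values. The other alternatives set in advance were outside.

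For vSNc-depleted genes the paper lists 124 and limma gave 78. Within range were no signal filter (84), the arrays of the 2 groups alone (102), array weights (104), the LPE test (97), without SNc WT replicate 2 (91) and without either VTA KO array (105), and fold and signal alone (117), chosen after seeing the values. Outside were a signal of at least 120 (56), the replicate block (80), quantile normalization (69), median subtraction (59), a variance trend (78), and leaving out VTA WT replicate 1 (54), VTA WT replicate 2 (71), SNc WT replicate 1 (67), SNc KO replicate 1 (66) or SNc KO replicate 2 (69). For the Pitx3-activated genes among them the paper lists 38 and limma gave 15. The LPE test (27), leaving out VTA KO replicate 1 (49), and fold and signal alone (40), chosen after seeing the values, were within range, and the other alternatives set in advance were not.

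For dSNc-enriched Pitx3-activated genes the paper lists 3 and limma gave 0. Within range were the arrays of the 2 groups alone (2), the replicate block (2), median subtraction (4), the LPE test (2), and leaving out VTA WT replicate 1 (3), VTA KO replicate 1 (2) or SNc KO replicate 1 (2). Outside were no signal filter (0), a signal of at least 120 (0), quantile normalization (1), a variance trend (0), array weights (0), leaving out VTA WT replicate 2 (1), SNc WT replicate 1 (1), SNc WT replicate 2 (1), VTA KO replicate 2 (5) or SNc KO replicate 2 (5), and fold and signal alone (1). For dSNc-depleted Pitx3-repressed genes the paper lists 4 and limma gave 1. Leaving out VTA KO replicate 1 (3) or VTA KO replicate 2 (6), and fold and signal alone (3), chosen after seeing the values, were within range, and the other alternatives set in advance were not. For VTA-enriched Pitx3-repressed genes the paper lists 2 and limma gave 0. Leaving out VTA KO replicate 1 (3) or SNc KO replicate 1 (2), and fold and signal alone (2), chosen after seeing the values, were within range, and the other alternatives set in advance were not.

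The paper's text places Aldh1a1 among the ventral SNc markers that its profile recovers, and its log2 difference between SNc WT and VTA WT was 0.051, with -2.81 in SNc KO against SNc WT. Calb1, Calb2, Otx2, Kcnj6, Lpl, Slc6a3 and Lix1 had the directions that the paper gives. The paper's text names Rgs6 as the gene of its vSNc-enriched group that depends most on Pitx3 in VTA. Rgs6 had -1.73 there and Mir181b-1 -2.13, the latter at VTA signals of 50.7 and 11.6, below the signal minimum of 60.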

Other observations

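The tests on Y-linked genes and the ratios for opposite directions were chosen after the result was seen.

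SNc KO cells, which the paper takes as dorsal SNc neurons, stood apart from VTA KO cells in genes beyond the neuropeptides. Tcf7l2, a Wnt pathway transcription factor, was higher in SNc KO by a log2 difference of 1.73 (adjusted p = 0.0402 from limma), as were Lhx9, a LIM homeodomain factor, by 1.39, Lin28b, an RNA-binding protein, by 1.19, and Trhde, which degrades thyrotropin-releasing hormone, by 0.91. Cfap43, Calml4, Enkur and Akap14 were lower, by -2.09, -1.95, -1.76 and -1.60, and so was Hmcn1, by -1.42, whose probesets disagree. Enkur is on the list of ciliated cell markers and Cfap43 is a cilium gene, so both belong with the ciliated cell genes weighed above. Adjusted p lay between 0.0402 and 0.0445 from limma. Each call ended with no signal filter, the arrays of the 2 groups alone, the replicate number in the model or array weights, where limma called 0 probesets. Each call also ended when any array except VTA KO replicate 2 was left out.

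Several gene groups close to the paper's questions did not pass limma's camera in any of SNc WT against VTA WT, SNc KO against SNc WT and VTA KO against VTA WT. The 9 measured familial Parkinson disease genes had medians of 0.12, 0.0078 and 0.08 (adjusted p = 0.508, 0.491 and 0.786). The 11 RGS proteins outside the R7 family had medians of 0.17, -0.06 and -0.20 (adjusted p = 0.338, 0.316 and 0.132). R7 RGS proteins had -0.05 in SNc WT against VTA WT and 0.03 in VTA KO, with a mean of -0.19 in the second (adjusted p = 0.68 and 0.643). Gi/o-coupled receptors and Girk channels had -0.03, 0.07 and 0.05 (adjusted p = 0.82, 0.307 and 0.0576). Oxidative phosphorylation genes had 0.08, 0.06 and -0.09 (adjusted p = 0.508, 0.481 and 0.305), and apoptosis and p53 response genes 0.01, -0.01 and -0.03 (adjusted p = 0.887, 0.616 and 0.597). The retinoic acid pathway had -0.19 and -0.10 in SNc WT against VTA WT and VTA KO (adjusted p = 0.177 and 0.0576). Pacemaking genes had 0.08 and 0.01 (adjusted p = 0.436 and 0.42), axon guidance genes 0.11 and 0.04 (adjusted p = 0.205 and 0.634) and growth factors 0.10 in SNc WT against VTA WT (adjusted p = 0.848), where Fst and Bmp5 were lower.

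Immediate early and stress genes had a median of -0.24 in SNc WT against VTA WT (adjusted p = 0.0337 from limma's camera, and adjusted p = 0.357 with an estimated correlation), lost without VTA WT replicate 1, SNc WT replicate 2 or VTA KO replicate 2 (adjusted p = 0.076, 0.056 and 0.0511). Their median was -0.115 without SNc WT replicate 2. General neuron markers had medians of 0.18 there and 0.09 in VTA KO (adjusted p = 0.00448 and 0.0156, and adjusted p = 0.366 and 0.427 with an estimated correlation). The second call was lost without VTA WT replicate 2, where the median was 0.0523, and without VTA KO replicate 2. The 7 Pitx3 targets that the study names had a median of -0.32 in SNc KO (adjusted p = 0.000198 from limma's camera, and adjusted p = 0.357 with an estimated correlation), which is not independent evidence. It was -0.196 without SNc WT replicate 1.

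Genes called at the study's thresholds in 2 comparisons that share arrays exceed what chance gives. VTA-enriched Pitx3-activated genes numbered 169 (96 without VTA KO replicate 2, 247 without VTA KO replicate 1), against a simulated mean of 5.51 with a highest count of 14 and 12.8 for independent lists. The vSNc-enriched genes numbered 63 (101 without SNc WT replicate 2), against 5.2, 14 and 4.32. Chance differences of single shared VTA WT arrays as the whole cause are argued against. With a different VTA WT array in each comparison, genes past 1.5-fold in both were at least 7.822 times the number of independent lists. Opposite directions gave 1.68 and 1.94 times. For shared SNc WT arrays the lower ratio was 5.387, against 1.48 and 1.33. Each of these comparisons holds 1 array of the shared group, and part of the excess may still come from the shared arrays. Chance differences in sorted cells common to both arrays of a group would pass this test too and stay open. Of the 165 VTA-enriched Pitx3-activated genes with 1 symbol, 14 are on the list of ciliated cell markers and 13 more are cilium genes by symbol, and others may be, since neither set covers every cilium gene. A Pitx3 dependence of these genes stays open as a hypothesis.

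Y-linked genes had higher values in SNc WT than in VTA WT and SNc KO, though 0 of the 4 measured sex-linked genes passed limma's test in either comparison. Uty had a log2 difference of 0.62 and Eif2s3y of 0.70 in SNc WT against VTA WT, where the list did not pass (adjusted p = 0.075 from limma's camera). Its median was -0.53 in SNc KO against SNc WT (adjusted p = 0.00585 from limma's camera, and adjusted p = 0.329 with an estimated correlation), which was -0.293 without SNc KO replicate 2. More male pups in the SNc WT pools may explain this, but Xist was at 8.78 and 9.15 in SNc WT against a mean of 9.26 (SD 0.241, n = 6) on the other arrays, so that its higher SNc WT value lay -0.1152 from that mean, within the spread. A dependence on Pitx3 is left open by the Y-linked genes too, since 1 of 3 was lower in VTA KO at an unadjusted p under 0.05. The 2 explanations cannot be told apart, because the sex of the pups in each pool is not given in the sources used here.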
